# scRNA-sequencing reveals subtype-specific transcriptomic perturbations in DRG neurons of *Pirt^EGFPf^* mice in neuropathic pain condition

**DOI:** 10.7554/eLife.76063

**Published:** 2022-10-20

**Authors:** Chi Zhang, Ming-Wen Hu, Xue-Wei Wang, Xiang Cui, Jing Liu, Qian Huang, Xu Cao, Feng-Quan Zhou, Jiang Qian, Shao-Qiu He, Yun Guan

**Keywords:** single-cell RNA-sequencing, neuropathic pain, mouse, dorsal root ganglion, nerve injury, axon regeneration, Mouse

## Abstract

Functionally distinct subtypes/clusters of dorsal root ganglion (DRG) neurons may play different roles in nerve regeneration and pain. However, details about their transcriptomic changes under neuropathic pain conditions remain unclear. Chronic constriction injury (CCI) of the sciatic nerve represents a well-established model of neuropathic pain, and we conducted single-cell RNA-sequencing (scRNA-seq) to characterize subtype-specific perturbations of transcriptomes in lumbar DRG neurons on day 7 post-CCI. By using *Pirt^EGFPf^* mice that selectively express an enhanced *green fluorescent protein* in DRG neurons, we established a highly efficient purification process to enrich neurons for scRNA-seq. We observed the emergence of four prominent CCI-induced clusters and a loss of marker genes in injured neurons. Importantly, a portion of injured neurons from several clusters were spared from injury-induced identity loss, suggesting subtype-specific transcriptomic changes in injured neurons. Moreover, uninjured neurons, which are necessary for mediating the evoked pain, also demonstrated cell-type-specific transcriptomic perturbations in these clusters, but not in others. Notably, male and female mice showed differential transcriptomic changes in multiple neuronal clusters after CCI, suggesting transcriptomic sexual dimorphism in DRG neurons after nerve injury. Using *Fgf3* as a proof-of-principle, RNAscope study provided further evidence of increased *Fgf3* in injured neurons after CCI, supporting scRNA-seq analysis, and calcium imaging study unraveled a functional role of *Fgf3* in neuronal excitability. These findings may contribute to the identification of new target genes and the development of DRG neuron cell-type-specific therapies for optimizing neuropathic pain treatment and nerve regeneration.

## Introduction

The dorsal root ganglion (DRG) contains the somas of primary sensory neurons, which differ in size and axon myelination. Different gene expression profiles confer divergent neurochemical, physiologic, and functional properties on the various subtypes of DRG neurons (Gatto et al., 2019; Sharma et al., 2020; Usoskin et al., 2015; Zeisel et al., 2018; Zheng et al., 2019). Small-diameter neurons are important for transmitting nociceptive and thermal information, whereas large-diameter neurons are mainly non-nociceptive neurons, including mechanoreceptors and proprioceptors. Nerve injury induces various responses in DRG neurons, including cell stress, regeneration, hyperexcitability, and functional maladaptation. How these changes vary in functionally distinct neuronal subtypes and possibly affect nerve regeneration and neuropathic pain remains unclear.

Recently, single-cell/single-nucleus RNA-sequencing (scRNA-seq/snRNA-seq) has begun to reveal transcriptomic perturbations in DRG neurons after transection or crush nerve injury (Hu et al., 2016; Renthal et al., 2020). Nevertheless, there remain many important questions which are not fully addressed, especially differential transcriptional changes in functionally distinct DRG neuronal subtypes related to neuropathic pain. The crush injury model used in some of previous studies is more suitable for studying nerve regeneration than for closely capturing the etiology of clinical neuropathic pain, which often involves chronic compression, neuroinflammation, and partial injury to a major nerve. Axotomized neurons may exhibit the most profound gene expression changes that are important for regeneration. Nevertheless, neighboring uninjured DRG neurons also show significant functional changes (e.g., hyperexcitability) and contribute to dysesthesia and evoked pain hypersensitivity as a result of the remaining peripheral innervations (Djouhri et al., 2012; Kalpachidou et al., 2022; Obata et al., 2003; Tran and Crawford, 2020). Thus, identifying and differentiating transcriptional changes in injured and uninjured neurons in a cell-type-specific manner will be important to search for new targets for nerve regeneration and pain treatment. So far, most previous scRNA-seq studies have mainly focused on changes in injured neurons, but details of possible cell-type-specific transcriptomic changes in uninjured DRG neurons under neuropathic pain conditions remain partially known. Moreover, increasing clinical and preclinical evidence suggests that males and females have differences in pain sensitivity and susceptibility to chronic pain (Fillingim et al., 2009). To optimize clinical treatment, it will also be important to delineate sex-related gene expression changes in functionally distinct subtypes of DRG neurons after nerve injury and determine how these changes underpin sexual dimorphisms in neuropathic pain.

We established a highly efficient purification approach by using *Pirt^EGFPf^* mice to enrich DRG neurons for scRNA-seq. *Pirt* is expressed in >83.9% of neurons in mouse DRG, but not in other cell types (Kim et al., 2008). Thus, green fluorescent protein (GFP) is selectively expressed in most DRG neurons in *Pirt^EGFPf^* mice, driven by the *Pirt* promoter. GFP expression allows effective purification of DRG neurons from these mice. We then characterized perturbations of transcriptomes in DRG neurons at the single-cell level after chronic constriction injury (CCI) of the sciatic nerve. The CCI model represents a well-established neuropathic pain model that encompasses compression, ischemia, inflammation, and axonal demyelination (Bennett and Xie, 1988). It has been suggested to mimic the etiology of clinical conditions and induces symptoms similar to those of post-traumatic neuropathic pain in humans (Challa, 2015; Costigan et al., 2010; Griffin et al., 2007; LaCroix-Fralish et al., 2011). Since cell interactions may occur within the same ganglion, the excitability and transcriptional changes in uninjured neurons can be greatly affected by satellite glial cells (SGCs) and neighboring injured neurons. Because only a portion of sciatic nerve fibers are injured after CCI, each of the lumbar DRGs contains a mixture of injured and uninjured neurons. Thus, in addition to characterizing injured neurons which express high levels of the injury marker gene *Sprr1a*, more importantly, we also examined transcriptomic changes in uninjured neurons (*Sprr1a-*) and investigated transcriptomic sexual dimorphism after CCI at the single-cell level. Our findings may be useful for developing DRG neuron subtype-specific treatment and sex-specific therapies for nerve regeneration and neuropathic pain.

## Results

### Enrichment of DRG neurons from *Pirt^EGFPf^* mice for scRNA-seq

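The scRNA-seq data comprised 4 libraries of sorted cells, Male-Sham, Female-Sham, Male-CCI, and Female-CCI, taken 7 days after surgery. Each library pooled 20 DRGs from 5 mice, so differences between the mice of a group could not be measured. The matrices held unique molecular identifier (UMI) counts of 31053 genes, without normalization and before any filter on cells, and their header names Cell Ranger 3.0.2. Male-Sham held 5019 cells and 199428489 UMIs, Female-Sham 8035 cells and 237069156 UMIs, Male-CCI 4019 cells and 196661026 UMIs, and Female-CCI 6618 cells and 195684124 UMIs. The median was 36246, 28217, 50933, and 29577.5 UMIs per cell in that order, which is the order used for all series of 4 values.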

Mice were randomly assigned to four groups (n=5 for each group): Male-CCI, Female-CCI, Male-Sham, and Female-Sham. 

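For each class of neurons, UMI counts were summed over the cells of a library, and the 2 CCI libraries were compared with the 2 sham libraries by edgeR's quasi-likelihood test after TMM normalization. The male and the female library of a surgery thus served as replicates, and a difference between the sexes adds to their spread. Littermates of both sexes had the same surgery, so these replicates are not independent of litter, and litter follows surgery. A gene was called when the adjusted p (Benjamini-Hochberg) was below 0.05 and the absolute log2 fold change above 0.5, and a class was tested where every library gave at least 10 cells. Clusters were named from marker genes, and the names are written with "-like". Neurons were *Sprr1a*+ where the normalized UMI value (natural logarithm, Seurat's default scale) of *Sprr1a* was above 1, and *Sprr1a* itself was left out of counts of called genes. The cells of a library are not replicates, so shares of cells carry no test, and neither do comparisons of 1 male with 1 female library. Shares have exact binomial (Clopper-Pearson) 95% confidence intervals (CIs), which cover counting error only. Changes are CCI over sham in log2 units with an approximate standard error (SE). This SE is the absolute change divided by the square root of edgeR's quasi-likelihood F statistic. It gives no interval for large changes that rest on few UMIs. Levels are mean CPM (UMIs scaled to a common library total) ± SD of n = 2 libraries, and positions refer to GRCm38 (mm10).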

Bilateral L4-5 DRGs were collected from mice on day 7 after bilateral sciatic CCI or sham surgery for scRNA-seq (Figure 1A, Figure 1—figure supplement 1A). In an animal behavior study conducted on day 6 after CCI, paw withdrawal frequencies to low-force (0.07 g) and high-force (0.4 g) mechanical stimulation at the hind paws (data averaged from both sides) were significantly increased (n=5/sex), as compared to the pre-injury frequency, indicating the development of mechanical hypersensitivity (Figure 1B). Paw withdrawal frequencies were not significantly changed after sham surgery (n=5/sex).

**Figure 1.**
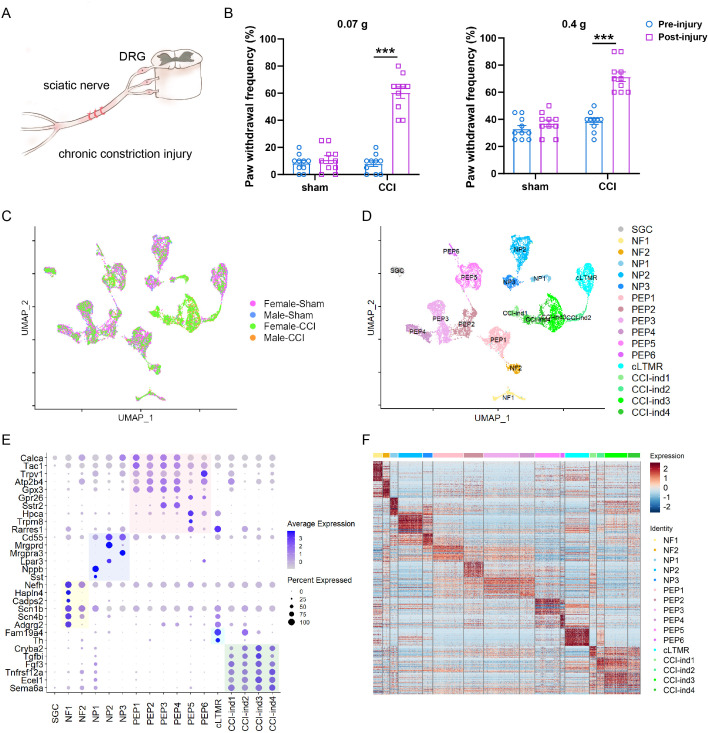
Single-cell RNA-sequencing (scRNA-seq) identified distinct clusters of cells in the dorsal root ganglion (DRG) of *Pirt^EGFPf^* mice. (**A**) Schematic diagram showing the procedure for chronic constriction injury (CCI) of the sciatic nerve. (**B**) Paw withdrawal frequencies to low-force (0.07 g von Frey filament, left) and high-force (0.4 g, right) mechanical stimuli before and 6 days after CCI or sham surgery. n=10 per group (n=5/sex). Two-way mixed-model analysis of variance (ANOVA) followed by Bonferroni post hoc test. Data are expressed as mean ± SD, ***p<0.001 versus pre-injury. (**C**) Integration of four datasets visualized by uniform manifold approximation and projection (UMAP). (**D**) Seventeen distinct cell clusters were identified by Seurat, including SGC (1), NF (2), NP (3), PEP (6), cLTMR (1), and CCI-induced clusters (4). (**E**) Dot plot of subtype-specific marker genes in each cluster. Genes highlighted in the yellow, purple, pink, and blue zones are known markers for NF, NP, PEP, and cLTMR, respectively. Genes highlighted in the green zone are markers identified in CCI-induced (CCI-ind) clusters. The dot size represents the percentage of cells expressing the gene, and the color scale indicates the average normalized expression level in each cluster. (**F**) A heatmap shows the expression patterns of the top 50 marker genes in each cluster.

**Figure 1—figure supplement 1.**
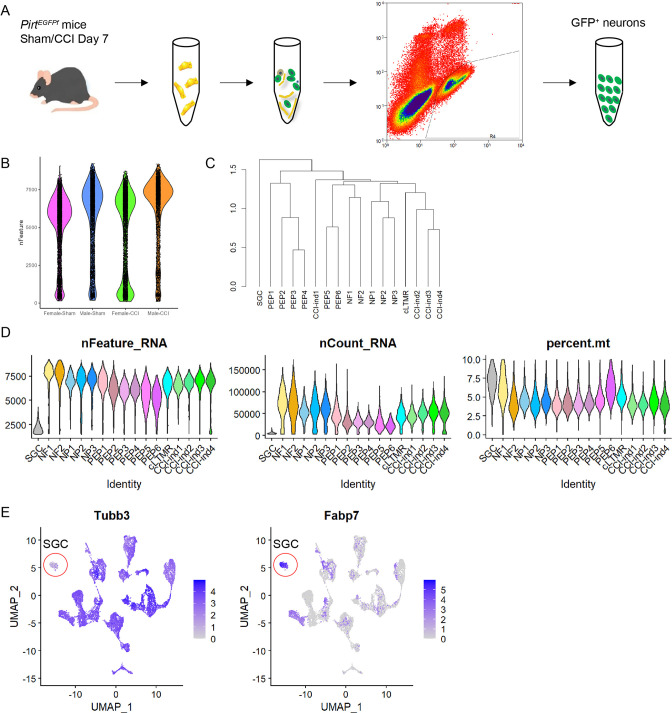
Data quality assays. (**A**) Schematic diagram of the experimental procedure. Bilateral L4-5 dorsal root ganglions (DRGs) were dissected from *Pirt^EGFPf^* mice on day 7 after sham surgery (sham) or bilateral chronic constriction injury (CCI) of the sciatic nerve. The dissociated cell suspension was processed with flow cytometry to collect GFP^+^ cells. (**B**) The violin plots showed the number of expressed genes in each dataset. (**C**) Hierarchical clustering of 17 cell clusters identified in the DRG. (**D**) The violin plots showed the number of expressed genes (left), unique molecular identifier (UMI) counts (middle), and percent of mitochondrial genes in each cell cluster (right). (**E**) Feature heatmaps show the expression of *Tubb3* (a pan-neuronal marker) and *Fabp7* (a satellite glial cell [SGC] marker) in all clusters. The SGC cluster is indicated with a red circle. The color scale indicates the Log_2_ normalized transcript counts.

DRGs contain a large number of non-neuronal cells, including SGCs, Schwann cells, immune cells, and fibroblasts. Previous studies have shown that scRNA-seq is advantageous for differentiating neurons from these non-neuronal cells (Renthal et al., 2020; Wang et al., 2021). Here, by using *Pirt^EGFPf^* mice, we established a highly efficient purification process to further enrich DRG neurons for scRNA-seq (Figure 1—figure supplement 1A).

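Scrublet scored each cell as a doublet within its library, but its automatic threshold marked only 2, 121, 0, and 0 cells. The cells with the highest scores were therefore removed in the numbers that Supplementary file 2 lists, 837, 1381, 601, and 912 cells. Of the deposited cells, 629, 1079, 339, and 1919 had fewer than 1500 detected genes (12.5%, 13.4%, 8.43%, and 29.0%), and 467, 666, 401, and 791 had more than 10% mitochondrial UMIs. These filters left 3471 cells in Male-Sham, 5548 in Female-Sham, 2947 in Male-CCI, and 3749 in Female-CCI, 15715 in total. With doublets kept, 4083, 6664, 3436, and 4320 cells were left. An expected doublet rate of 0.05 in place of 0.1 left the same numbers as the main setting. The number of doublets removed was fixed, so this does not test the rate. The automatic threshold at 0.05 marked 0 cells in Female-Sham, against 121 at 0.1.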

After removing low-quality cells and doublets (Supplementary file 2), we recovered 3394 cells from the Male-Sham dataset; 5678 cells from the Female-Sham dataset; 2899 cells from the Male-CCI dataset; and 3681 cells from the Female-CCI dataset. Figure 1—figure supplement 1B showed the number of expressed genes in each dataset. 

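The cells that passed the filters had a median of 6796 genes in Male-Sham, 5980 in Female-Sham, 7207 in Male-CCI, and 6576 in Female-CCI. Their median depth was 43380, 31941.5, 55255, and 42787 UMIs, with 2450 to 174071 UMIs per cell over all libraries.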

We then utilized canonical correlation analysis embedded in Seurat 3.0 (1), a computational approach for minimizing experimental batch effect, to integrate cells from the four datasets for an unbiased cell clustering. 

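The libraries were integrated on 3000 variable genes, and 20 principal components of the integrated values were clustered. Every cluster held cells of all 4 libraries. The fewest were 1 Male-Sham cell in a CCI-ind-like cluster of 309 cells and 1 Male-CCI cell in an NP2-like cluster of 70 cells.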

The results showed that the integration worked well in our experiments, as clusters from each dataset aligned well regardless of different biological variations (Figure 1C). 

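At resolution 0.8 the cells formed 30 clusters, 28 of them neuronal. Of the alternatives, resolution moved this number most, to 20 clusters at 0.4 and 36 at 1.2. Without integration there were 29, and 31 when 1026 genes, those that differed at least 1.5-fold between CCI and sham libraries in both sexes and the markers of CCI-ind, were left out of the clustering.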

In total, we identified 16 neuronal clusters and one non-neuronal cluster (Figure 1D, Figure 1—figure supplement 1C).

The non-neuronal cluster had fewer genes and unique molecular identifier (UMI) counts than did neuronal clusters (Figure 1—figure supplement 1D). It expressed SGC marker genes *Fabp7* and *Apoe* (Renthal et al., 2020; Wang et al., 2021) but showed minimal expression of the pan-neuronal marker *Tubb3*. In contrast, all 16 neuronal clusters showed strong expression of *Tubb3* but had very low levels of *Fabp7* (Figure 1—figure supplement 1E). 

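SGC-like cells had a median of 2029 genes and 4901.5 UMIs. Over the named neuronal classes the median ranged from 5453 genes and 23604 UMIs in PEP5-like neurons to 7818.5 genes and 75557 UMIs in NF1-like neurons.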

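In SGC-like cells, *Fabp7* (chromosome 10, 57784881 to 57788450) lay at 16291, 15650, 13707, and 15140 CPM and *Apoe* at 108813, 113043, 87446, and 100989 CPM, and both genes were among those that named the cluster. *Tubb3*, which did not name it, lay at 160.2, 190.4, 224, and 349 CPM in these cells and at 2451, 2569.7, 4688, and 4323 CPM in neurons.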

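Over the neuronal classes *Tubb3* ranged from 1392 CPM in cLTMR-like to 6545 CPM in NP1-like neurons, and *Fabp7* from 6.96 CPM in NF1-like to 712 CPM in PEP5-like neurons. *Fabp7* had at least 1 UMI in 35.3%, 39.1%, 36.7%, and 38.2% of neurons. In 4 neuronal clusters, of 864 PEP3/4-like, 342 PEP1-like, 333 PEP5-like, and 162 cLTMR-like cells, 99.7% to 100% of the cells had a *Fabp7* UMI.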

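*Mag* had a UMI in 3 of 186, 1 of 145, 6 of 118, and 0 of 109 SGC-like cells, and *Prx* in 5, 2, 6, and 0 of them. *Ncmap* had 4 UMIs in 1 Male-Sham cell, 16 in 1 Male-CCI cell, and none elsewhere. The 0 of 109 allows a share of up to 2.75%. Among neurons, 0.823%, 0.445%, 0.603%, and 0.467% had a *Mag* UMI and 6.64%, 3.33%, 6.53%, and 4.37% an *Ncmap* UMI, at a median of 45172, 32490, 56457, and 43527 UMIs against 5125, 4188, 5160, and 4416 UMIs in SGC-like cells.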

Although this non-neuronal cluster showed marker genes known to be expressed in both Schwann cells and SGCs (e.g., *Mpz*, *Mbp*, *Plp1*), it did not express any Schwann cell-specific genes such as *Mag*, *Prx*, or *Ncmap* (Avraham et al., 2020). Therefore, this non-neuronal cluster included mainly SGCs. No other non-neuronal cluster was detected in our datasets, suggesting a successful enrichment of neurons.

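SGC-like cells made up 5.36% (95% CI 4.63 to 6.16), 2.61% (2.21 to 3.07), 4.00% (3.33 to 4.78), and 2.91% (2.39 to 3.497) of the cells. These shares were 5.21%, 2.60%, 4.00%, and 2.88% when the genes that change with CCI were left out of the clustering, and 0.0578% in Female-CCI when at least 3000 genes per cell were required, the filter that moved them most. A further cluster of 24 cells (4, 5, 12, and 3) carried markers of immune cells and was named immune-like, with a median of 5031 UMIs.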

### Prominent new neuronal clusters appear after sciatic CCI

We further validated the identities of the neuronal clusters by a list of known subtype markers (Figure 1E). 

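Marker genes named 451 cells NP1-like, 1367 NP2-like, 592 NP3-like, 1853 PEP1-like, 1028 PEP2-like, 3012 PEP3/4-like, 1191 PEP5-like, 518 NF1-like, 448 NF2-like, and 1359 cLTMR-like. PEP3 and PEP4 share the markers used and were named together, and no cluster carried the markers of PEP6. A cluster of 263 neurons matched no class, and its leading gene was *Calb1*, at 955, 878, 789.7, and 796 CPM.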

Our findings confirmed the presence of 12 major standard neuronal clusters (Nppb^+^ non-peptidergic nociceptors [NP1], Mrgprd^+^/Cd55^+^ non-peptidergic nociceptors [NP2], Mrgpra3^+^/Cd55^+^ non-peptidergic nociceptors [NP3], Tac1^+^/Sstr2^-^ peptidergic nociceptors [PEP1-2], Tac1^+^/Sstr2^+^ peptidergic nociceptors [PEP3-4], Trpm8^+^ peptidergic nociceptors [PEP5], Trpv1^+^ peptidergic nociceptors [PEP6], Nefh^+^/Scn1b^+^ Aβ low-threshold mechanoreceptors [NF1, NF2], and Fam19a4^+^/Th^+^ low-threshold mechano-receptive neurons with C-fibers [cLTMR]). Importantly, we also identified four new CCI-ind1-4 clusters that were prominent in CCI groups but minimal in sham groups (Figure 1D and E, and Figure 2A). CCI-ind1-4 clusters expressed high levels of genes like *Cryba*, *Tgfbi*, *Fgf3*, *Tnfrsf12a*, *Ecel1*, and *Sema6a*, and were segregated from all standard clusters. 

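*Cryba2*, *Tgfbi*, and *Ecel1* were among the genes that named the CCI-ind-like clusters, so their levels there are no result of the data. Across all neurons of a library in clusters with a name, *Cryba2* had 2.48 ± 1.17 CPM in sham and 54.4 ± 0.534 CPM in CCI libraries, a log2 change of 4.49 (SE 0.38, adjusted p = 0.00332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17208 genes). In the same test *Tgfbi* changed by 3.98 (SE 0.28, edgeR Benjamini-Hochberg adjusted p = 8.12e-04) and *Ecel1* by 4.02 (SE 0.29, adjusted p = 0.00202).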

Expression profiles of the top 50 marker genes in the 16 neuronal clusters are shown in Figure 1F and listed in Supplementary file 1.

**Figure 2.**
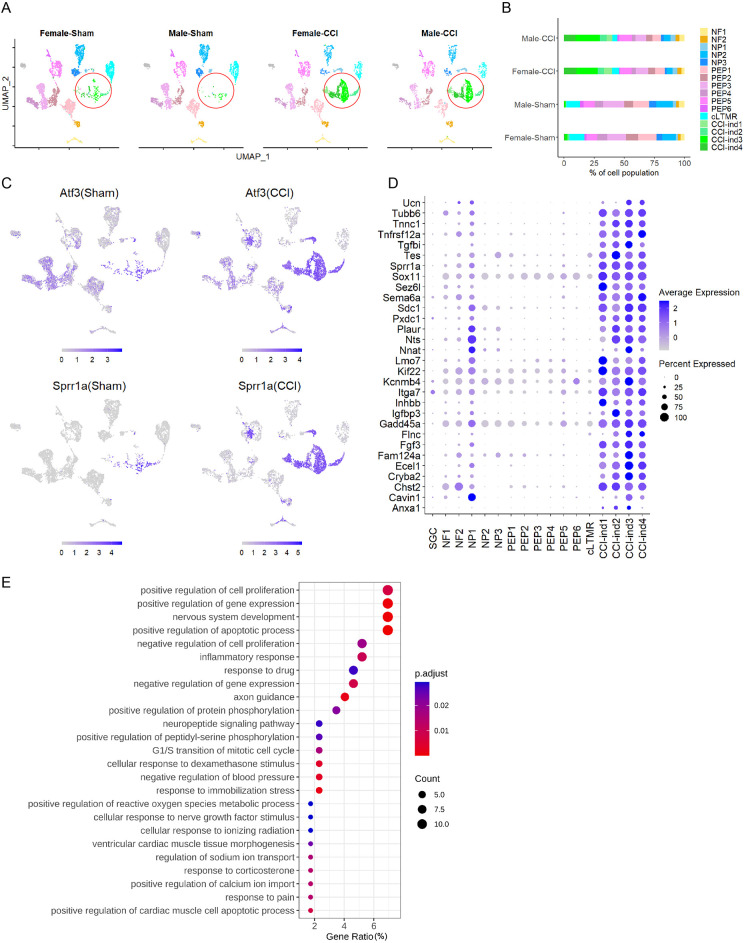
New neuronal clusters are induced by chronic constriction injury (CCI) of the sciatic nerve. (**A**) Sciatic CCI induced four new clusters (marked in a red circle) of dorsal root ganglion (DRG) neurons in both female and male mice. These new clusters were named CCI-induced (CCI-ind) 1, 2, 3, and 4, and were not prominent in sham groups. x-axis: uniform manifold approximation and projection 1 (UMAP1), y-axis: UMAP2. (**B**) Percentage of cell population in 16 neuronal clusters present in each of the four treatment groups. (**C**) Feature heatmap shows the expression levels of injury-induced genes (*Atf3, Sprr1a*) in different clusters of CCI and sham groups. (**D**) The dot plot shows the top 30 marker genes of CCI-ind1-4 clusters, as compared to those in other clusters. (**E**) Top 25 biological processes enriched by the top 50 marker genes from CCI-ind1-4 clusters.

### Gene programs in CCI-ind1-4 clusters are important to both nerve regeneration and pain

A much higher percentage of the cell population was contained in the CCI-ind1-4 clusters from CCI groups than from sham groups (Figure 2A and B). These clusters also showed high expression levels of injury-induced genes such as *Sprr1a and Atf3* (Figure 2C; Bonilla et al., 2002; Tsujino et al., 2000). 

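CCI-ind-like clusters, 5 in number, held 45, 140, 1268, and 1598 neurons. These were 1.37% (95% CI 1.00 to 1.83), 2.59% (2.19 to 3.05), 45.0% (43.2 to 46.9), and 43.9% (42.3 to 45.6) of the neurons of each library. Because the genes that name these clusters change with CCI, the shares were also taken from the clustering without injury genes, where they were 1.80%, 2.95%, 31.9%, and 29.8%. A cluster led by *Ly6a* (103 Male-CCI and 165 Female-CCI cells), with 11 of the CCI-ind markers, had no name there, and with it the CCI shares were 35.6% and 34.3%. With doublets kept the CCI shares were 28.8% and 27.2%, but 2 clusters with 14 and 11 of the markers had no name there, and with them the shares were 39.5% and 38.9%. Both counts with clusters that had no name were added after the data were seen.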

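Neurons outside the CCI-ind-like clusters were *Sprr1a*+ in 0.155% (95% CI 0.0502 to 0.360), 0.323%, 15.5%, and 12.9% of cases. *Atf3* passed the same limit in 26.6%, 28.8%, 39.1%, and 39.0% of these neurons.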

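*Atf3* (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) had a normalized UMI value above 1 in 27.6% (95% CI 26.1 to 29.1), 30.5% (29.3 to 31.8), 66.2% (64.5 to 68.0), and 65.8% (64.2 to 67.3) of neurons. At least 1 *Atf3* UMI, the rule that moved the shares most in percentage points, was found in 59.4%, 63.4%, 87.5%, and 88.1%. A normalized UMI value above 2 moved the sham shares by a larger factor, downward. After each cell was thinned to 2000 UMIs, which left out 0 cells, *Atf3* had a UMI in 19.3%, 22.4%, 56.4%, and 55.9% of neurons and in 9.68%, 24.8% (18.03 to 32.7), 11.0%, and 30.3% of SGC-like cells. In SGC-like cells, whose median depth was 4188 to 5160 UMIs against 32490 to 56457 UMIs in neurons, the share without thinning was 14.5%, 33.8%, 14.4%, and 44.0%. The Female-Sham share of neurons thus lay within the interval of the SGC-like cells of that library.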

In line with previous findings (Nguyen et al., 2017), *Atf3* was also frequently detected in the sequencing of isolated cells from sham or uninjured groups. 

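*Sprr1a* (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) passed its limit in 42, 144, 1467, and 1789 neurons, 1.28% (95% CI 0.924 to 1.73), 2.67% (2.25 to 3.13), 52.1% (50.2 to 53.9), and 49.2% (47.6 to 50.8). Any *Sprr1a* UMI was found in 3.44%, 6.60%, 83.4%, and 80.1%, and after thinning in 1.25%, 2.80%, 52.7%, and 49.3%. The SGC-like cells passed the limit in 0.538%, 1.38%, 14.4%, and 14.7% of cases, and after thinning 0 of 186, 0 of 145, 9.32%, and 14.7% had a UMI.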

Comparatively, *Sprr1a* was more selectively expressed in injured neurons of CCI mice (Figure 2C). Thus, *Sprr1a* may represent a more specific marker of injured neurons than *Aft3* in scRNA-seq (Bonilla et al., 2002).

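The lower of the CCI shares exceeded the higher of the sham shares by 46.5 percentage points for *Sprr1a* and by 35.2 for *Atf3*. The gap was 42.9 and 40.3 points at a normalized UMI value above 2, 73.5 and 24.2 at any UMI, and 46.5 and 33.5 after thinning.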

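Across all neurons, edgeR called 4823 of 17208 genes, 2623 higher and 2200 lower in CCI, against 4119 with DESeq2. *Inhbb* rose by 5.37 (SE 0.08), *Sema6a* by 4.25 (SE 0.32), *Tubb6* by 4.04 (SE 0.12), *Sox11* and *Tnfrsf12a* each by 3.42 (SE 0.13 and 0.11), and *Flnc* by 3.27 (SE 0.16). *Kif22* rose by 2.96 (SE 0.19), *Itga7* by 2.93 (SE 0.08), *Gadd45a* by 2.74 (SE 0.07), and *Plaur* by 2.57 (SE 0.17). The largest adjusted p among these 10 genes in edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.00234, for *Sema6a*. *Anxa1* (6.15 ± 5.16 CPM in sham, 62.1 ± 4.43 CPM in CCI) changed by 3.37 (SE 0.88, edgeR Benjamini-Hochberg adjusted p = 0.0839), and values from 2.95e-04 with DESeq2 to 0.168 were obtained over the alternatives. Genes with no UMI in sham neurons rose by a lower bound only: *Ifi202b* at least 2076-fold, *Il24* at least 79.8-fold, and *Reg1* at least 75.1-fold.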

Regeneration-associated genes, such as *Anxa1*, *Flnc*, *Gadd45a*, *Inhbb*, *Itga7*, *Kif22*, *Plaur*, *Sema6a*, *Sox11*, *Tnfrsf12a*, and *Tubb6*, were among the top 30 marker genes of CCI-ind1-4 clusters (Figure 2D; Chandran et al., 2016). Intriguingly, some of them may also be involved in neuropathic and inflammatory pain. For example, animal studies suggest that neurotensin (encoded by *Nts*) (Guillemette et al., 2012; Sarret et al., 2005) and annexin1 (encoded by *Anxa1*) may attenuate neuropathic pain and inflammatory pain, respectively (Pei et al., 2011; Zhang et al., 2021). 

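*Nts* rose by 2.89 (SE 0.35, edgeR Benjamini-Hochberg adjusted p = 0.00768) across all neurons, from 155 ± 59.98 to 1113 ± 12.5 CPM.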

*Nnat* and *Sdc1* were exclusively increased in nociceptive DRG neurons after nerve injury (Chen et al., 2010; Murakami et al., 2015). 

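*Nnat* rose by 2.29 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 1.47e-05) and *Sdc1* by 3.399 (SE 0.12, adjusted p = 1.65e-05) across all neurons.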

*Sox11* was identified by integrated bioinformatic analysis as a novel gene that is essential to neuropathic pain (Chen et al., 2021).

Gene ontology (GO) analysis of the top 50 marker genes showed that CCI-induced transcriptomic changes were important for both nerve regeneration (e.g., nervous system development, axon guidance, cellular response to nerve growth factor stimulus) and neuronal excitability (e.g., positive regulation of calcium ion import, response to pain, regulation of sodium ion transport, and the neuropeptide signaling pathway; Figure 2E).

### NP1, PEP5, NF1, and NF2 clusters exhibit different transcriptional programs from other clusters after CCI

Previous studies in different nerve injury models showed that no specific neuronal cluster was spared from injury. Injured neurons in all clusters lost their original subtype-specific marker genes beginning at day 1 after injury, and hence could no longer be categorized into original clusters (Hu et al., 2016; Nguyen et al., 2019; Renthal et al., 2020; Wang et al., 2021). Yet, these studies did not further examine the proportion of injured neurons in each cluster after injury. 

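NP2-like neurons were 14.02%, 10.9%, 5.22%, and 4.65% of neurons, NP3-like 5.94%, 4.65%, 2.52%, and 2.06%, and PEP1-like 14.9%, 16.3%, 6.496%, and 8.30%. PEP2-like neurons were 7.04%, 9.10%, 4.76%, and 4.73%, PEP3/4-like 24.3%, 25.9%, 11.6%, and 13.6%, and cLTMR-like 11.1%, 12.5%, 4.05%, and 5.72%. In these classes and in PEP5-like neurons, 7 of the 10 named, both CCI shares lay below both sham shares, and the 95% CIs of sham and CCI libraries did not overlap. At resolution 0.4 this held in 6 classes, without PEP5-like neurons. Without integration both CCI shares lay below both sham shares in 9 classes, with the CIs apart in 7, while a neuronal cluster of 215 cells, all from the CCI libraries, had no name. In the clustering without injury genes the shares lay lower in 6 classes, with the CIs apart in 5, and NP2-like neurons were 13.8%, 10.8%, 8.71%, and 7.91%.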

Our findings showed a large decrease of cell proportion in 8 of 12 standard neuronal clusters after CCI (Figure 3—figure supplement 1), suggesting that the injured neurons in these clusters were no longer categorized into their original clusters. Instead, they may be assigned to CCI-ind1-4 clusters (Figure 3A and B), as suggested by a previous study (Renthal et al., 2020). 

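NP1-like neurons were 2.68%, 1.59%, 4.58%, and 4.07% of neurons, NF1-like 4.51%, 3.06%, 4.22%, and 2.36%, and NF2-like 2.35%, 1.74%, 4.44%, and 4.18%. PEP5-like neurons were 9.11%, 9.78%, 5.68%, and 5.61%, and 9.06%, 9.76%, 10.2%, and 9.48% in the clustering without injury genes. That clustering gave 2.75%, 1.63%, 4.58%, and 4.05% NP1-like and 2.41%, 1.78%, 3.48%, and 3.53% NF2-like neurons.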

The remaining four clusters (NP1, PEP5, NF1, NF2) showed little decrease in cell proportion after CCI. Moreover, a portion of injured neurons (*Sprr1a*^+^) in these four clusters were still categorized into their original clusters after CCI (Figure 3A and B). 

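In Male-CCI and Female-CCI, *Sprr1a*+ cells were 98 of 129 (76.0%, 95% CI 67.7 to 83.1) and 113 of 148 (76.4%, 68.7 to 82.9) NP1-like neurons. They were 55 of 119 (46.2%, 37.0 to 55.6) and 32 of 86 (37.2%, 27.0 to 48.3) NF1-like neurons, and 82 of 125 (65.6%, 56.6 to 73.9) and 85 of 152 (55.9%, 47.6 to 64.0) NF2-like neurons. Of PEP5-like neurons, 4 of 160 and 11 of 204 were *Sprr1a*+ at resolution 0.8. At resolution 0.4, which gathered more neurons in this class, they were 149 of 310 (48.1%, 42.4 to 53.8) and 160 of 357 (44.8%, 39.6 to 50.1). A PEP5-like cluster there held 561 cells (57, 108, 187, and 209). At resolution 0.8 a PEP5-like cluster of 249 cells (54, 103, 37, and 55) and a CCI-ind-like cluster of 309 (1, 5, 150, and 153) together nearly matched its numbers. The few *Sprr1a*+ cells and the lower CCI shares of PEP5-like neurons at resolution 0.8 may thus follow from naming. In the sham libraries 5 of 88 and 15 of 86 NP1-like neurons were *Sprr1a*+.

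**Figure D1:**
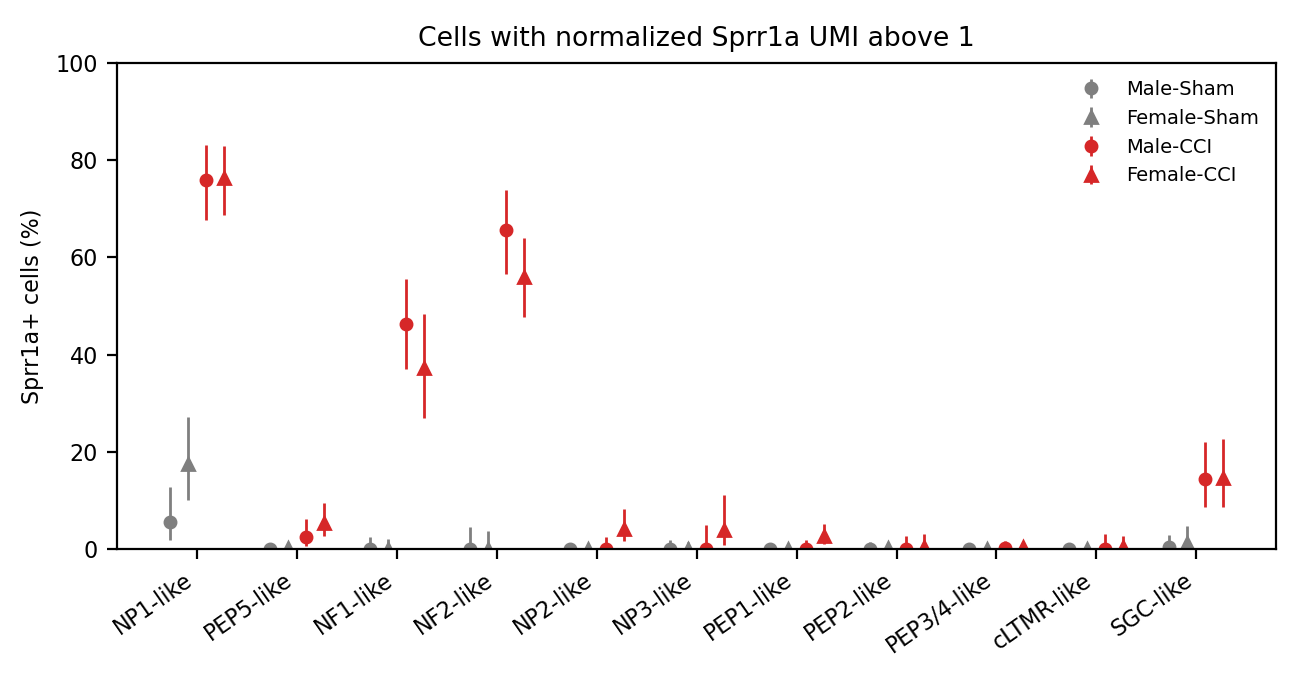
Share of *Sprr1a*+ neurons per class and library with exact binomial 95% CIs, for example 76.0% and 76.4% of NP1-like neurons in Male-CCI and Female-CCI.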

Further analysis revealed two subpopulations of neurons in these clusters (Figure 3C–F). For example, in the NP1 cluster, the larger subpopulation showed high expression of *Sprr1a* and other injury-induced genes (*Gal*, *Hspb1*, *Stmn4*, *Chl1*, and *Sox11*) (Chandran et al., 2016), suggesting that these are injured neurons (Figure 3C). In contrast, the smaller subpopulation (*Sprr1a*^-^) showed little or no expression of injury-induced genes, but expressed other genes highly, such as *Nppb* and *Sst*, which are NP1 subtype-specific marker genes (Figure 1E). 

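In NP1-like neurons of Male-CCI, *Gal* lay at 1153 CPM in *Sprr1a*+ and at 36.1 CPM in *Sprr1a*- cells, and in Female-CCI at 1727 and 154 CPM. For *Hspb1* the levels were 2919.7 and 913 CPM in males and 2614 and 1321 CPM in females, and for *Stmn4* 748 and 258 CPM and 778 and 269.7 CPM. *Chl1* lay at 559 and 85.2 CPM in males and at 521 and 173 CPM in females, and *Sox11* at 713 and 133 CPM and 739 and 198 CPM.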

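*Nppb* (chromosome 4, 147985788 to 147987205) lay at 143 CPM in *Sprr1a*+ and 781 CPM in *Sprr1a*- NP1-like neurons of Male-CCI, and at 124 and 661 CPM in Female-CCI. *Sst* (chromosome 16, 23889573 to 23890958) had 0 UMIs in the Male-CCI *Sprr1a*+ neurons against 962 CPM, and 2.54 against 579 CPM in Female-CCI. Both genes were among those that named the NP1-like clusters.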

We found similar results in PEP5, NF1, and NF2 clusters (Figure 3D–F).

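In PEP5-like neurons at resolution 0.4, *Gal* lay at 16446 CPM in *Sprr1a*+ and 575 CPM in *Sprr1a*- cells of Male-CCI, and at 18322 and 648 CPM in Female-CCI. In NF1-like neurons it lay at 8879 and 30.1 CPM in males and at 5572 and 46.7 CPM in females, and in NF2-like neurons at 7584 and 94.9 CPM and 7073 and 274 CPM. *Chl1* lay at 421 and 30.8 CPM in male and 395 and 31.8 CPM in female PEP5-like neurons, and at 244 and 1.67 CPM and 284 and 12.2 CPM in NF1-like neurons.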

**Figure 3.**
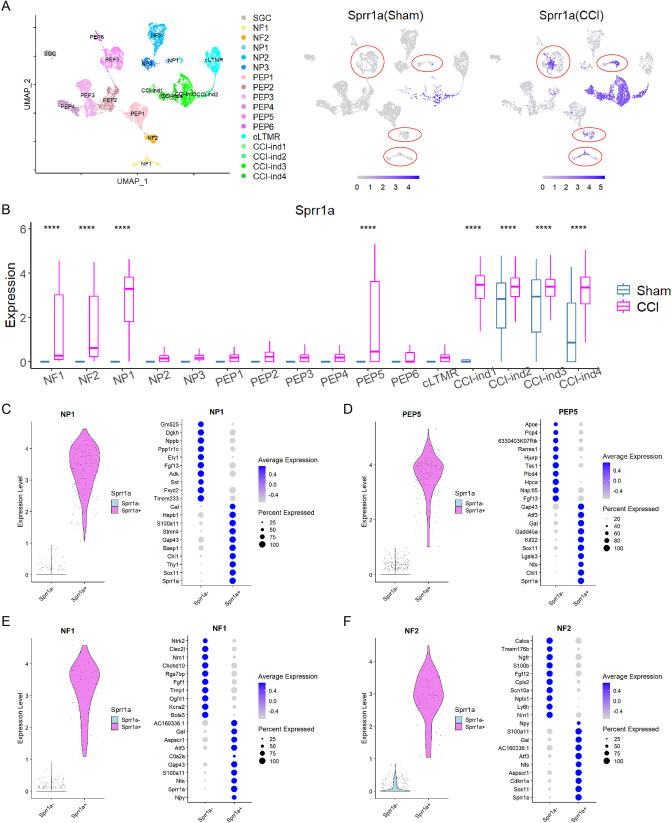
Transcriptional program changes in different neuronal clusters after sciatic nerve chronic constriction injury (CCI). (**A**) Left: The identities of 17 clusters of dorsal root ganglion (DRG) cells visualized by uniform manifold approximation and projection (UMAP). Right: UMAP displays distinct expression patterns of *Sprr1a,* an injury-induced gene, in cells of NP1, PEP5, NF1, and NF2 clusters (indicated by red circles). Each of these clusters contained *Sprr1a^+^*and *Sprr1a^-^* cells, resulting in two subpopulations. (**B**) Box plots show that *Sprr1a* expression was statistically different between sham and CCI groups in only four standard neuronal clusters (NP1, PEP5, NF1, and NF2), suggesting a subtype-specific expression profile in sham and CCI groups. We selected clusters (NF1, NF2, NP1, PEP5, CCI-ind1, CCI-ind2, CCI-ind3, CCI-ind4) with normalized unique molecular identifier (UMI) expression >1 in sham and CCI conditions for statistical analysis. n=330 (NF1), 180 (NF2), 190 (NP1), 806 (PEP5), 28 (CCI-ind1), 70 (CCI-ind2), 138 (CCI-ind3), and 64 (CCI-ind4) for clusters in sham condition, and n=202, 215, 258, 631, 369, 351, 1188, 638 for these clusters in CCI condition. Student’s t-test, ****p<0.0001 versus sham. (**C–F**) Left: Two subpopulations (*Sprr1a^+^*, *Sprr1a^-^*) of cells in NP1 (**C**), PEP5 (**D**), NF1 (**E**), and NF2 (**F**) clusters were separated based on the expression of *Sprr1a*. Right: Top 10 DEGs in *Sprr1a^+^*and *Sprr1a^-^* subpopulations of NP1, PEP5, NF1, and NF2 clusters.

**Figure 3—figure supplement 1.**
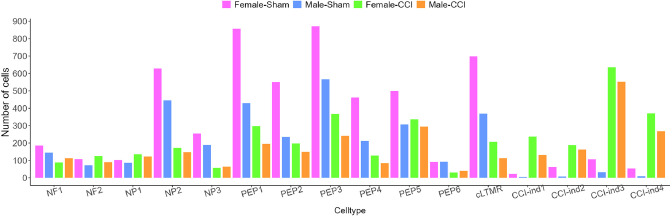
Cell number of each neuronal cluster in the four datasets.

### Transcriptional changes in injured neurons of NP1, PEP5, NF1, and NF2 clusters after CCI

Because a significant portion of injured neurons (*Sprr1a*^+^) in NP1, PEP5, NF1, and NF2 clusters maintained their identities after CCI (Figure 3), we were able to determine transcriptomic changes in these neurons by comparing them to uninjured neurons of the same clusters in the sham group. After CCI, 197, 67, 41, and 79 differentially expressed genes (DEGs) were generated from NP1, PEP5, NF1, and NF2 clusters, respectively (Supplementary file 3), with 19 shared DEGs (Supplementary file 4). 

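The *Sprr1a*+ neurons of the CCI libraries were compared with the *Sprr1a*- neurons of the same class in the sham libraries. edgeR called 4728 genes in NP1-like (2398 higher, 2330 lower), 5504 in NF1-like (2624 and 2880), and 5150 in NF2-like neurons (2512 and 2638). PEP5-like neurons had too few *Sprr1a*+ cells at resolution 0.8, and at resolution 0.4, chosen after the data were seen, 5834 genes were called (2817 and 3017). DESeq2 called 3530 genes in NP1-like, 4889 in PEP5-like, 4329 in NF1-like, and 3981 in NF2-like neurons. Of the genes in the study's lists that were tested, 196 of 196 in NP1-like, 66 of 66 in PEP5-like, 39 of 40 in NF1-like, and 78 of 78 in NF2-like neurons changed in the listed direction. With adjustment over the list alone 190, 66, 38, and 78 were called, which is not independent evidence, since the lists come from the same cells. In all 4 classes 1530 genes were called, 838 of them higher and 583 lower in each.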

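*Gal* (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) rose by 9.03 (SE 0.50, edgeR Benjamini-Hochberg adjusted p = 0.0028) in NP1-like, from 2.86 ± 0.00582 to 1439.9 ± 406 CPM. *Cacna2d1* (chromosome 5, 15934691 to 16374511) rose by 2.10 (SE 0.10, edgeR adjusted p = 3.46e-27, Benjamini-Hochberg) in NP1-like, 2.19 in PEP5-like, 4.30 in NF1-like, and 2.02 in NF2-like neurons. *Gadd45a* rose by 3.79 (SE 0.62, edgeR Benjamini-Hochberg adjusted p = 0.0416), 3.82, 4.78, and 4.53 in these classes, with values of 3.79e-195 to 0.143 over the alternatives in NP1-like neurons. *Gap43* changed by 3.97 (SE 1.09, adjusted p = 0.103) and *Atf3* by 3.08 (SE 0.67, adjusted p = 0.069) in NP1-like neurons in the same edgeR test with Benjamini-Hochberg adjustment. Without the Female-Sham library their changes were 5.46 and 3.92. In PEP5-, NF1-, and NF2-like neurons *Gap43* rose by 3.74, 7.35, and 1.68 and *Atf3* by 4.11, 4.58, and 5.51. Of the 18 tested genes that the study lists as shared, besides *Sprr1a*, 18 were higher in each class, with 10 called in NP1-like neurons and 18 in each of the others.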

Most were common regeneration-associated genes induced by nerve injury (Chandran et al., 2016), and some (*Cacna2d1, Gal, Gap43, Gadd45a, Atf3, Sprr1a*) were also significantly regulated under chronic pain conditions (LaCroix-Fralish et al., 2011; Perkins et al., 2014).

GO analysis showed that these four clusters shared many common pathways, including those related to nervous system development, axon guidance, neuron projection development, microtubule-based process, neuropeptide signaling pathway, and cell differentiation (Figure 4A). In addition, we observed CCI-induced changes that affect neuronal excitability (e.g., downregulation of potassium and sodium channels, upregulation of calcium channel Cacna2d1, dysregulation of genes encoding neuropeptide, and G-protein-coupled receptors; Figure 4—figure supplement 1).

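Of the potassium channel genes tested, 25 were called lower and 15 higher of 45 in NP1-like, 38 and 9 of 59 in PEP5-like, 34 and 6 of 56 in NF1-like, and 39 and 8 of 56 in NF2-like neurons. The median log2 change over the tested genes was -0.95, -1.05, -1.68, and -1.76. Of the sodium channel genes, 6 were called lower and 1 higher of 9, 10 and 0 of 13, 8 and 1 of 13, and 10 and 2 of 12, with medians of -1.21, -1.34, -0.69, and -1.64. All medians kept their sign under DESeq2's scaling and without any scaling beyond library size.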

**Figure 4.**
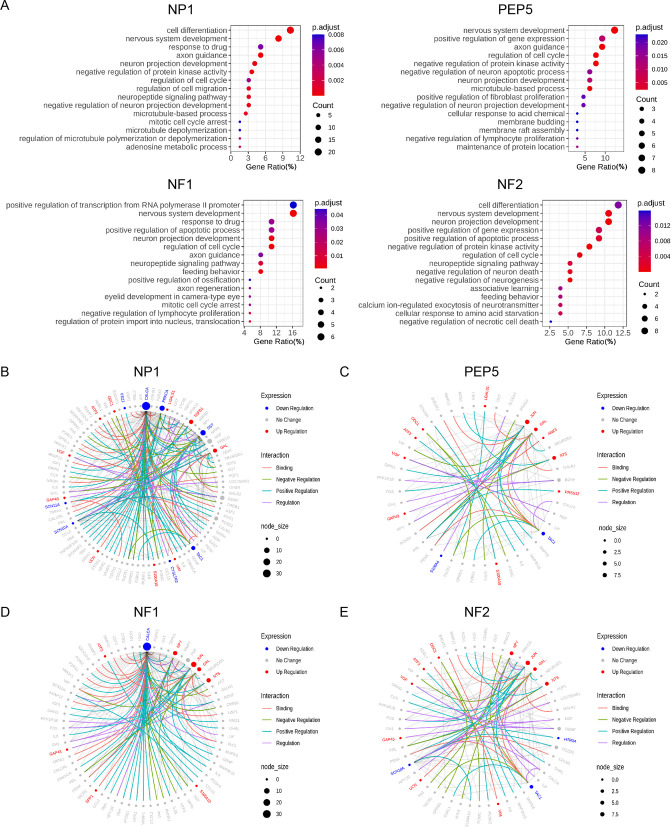
Gene ontology analysis of chronic constriction injury (CCI)-induced differentially expressed genes (DEGs) and pain-related protein-protein interaction (PPI) networks in NP1, PEP5, NF1, and NF2 clusters. (**A**) Gene ontology analysis of biological processes enriched by CCI-induced DEGs in NP1, PEP5, NF1, and NF2 clusters. (**B–E**) The neuropathic pain-specific PPI networks of CCI-induced DEGs in NP1, PEP5, NF1, and NF2 clusters. Colored edges mark the type of interaction. Colored nodes mark the expression changes after CCI. Node size indicates the number of interactions against pain interactome.

**Figure 4—figure supplement 1.**
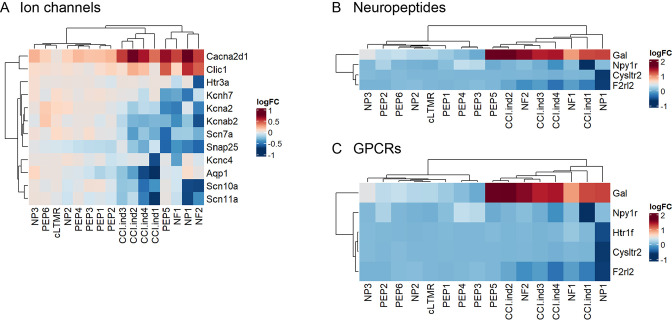
Chronic constriction injury (CCI) altered the expression of genes that encode ion channels, neuropeptides, and G-protein-coupled receptors (GPCRs) in dorsal root ganglion (DRG) neurons. (**A–C**) Heatmaps of the log_2_FC (fold-change) (each cluster of CCI compared to that of sham) of select genes encoding ion channels (**A**), neuropeptides (**B**), and GPCRs (**C**). Genes shown on the heatmap are significantly regulated after CCI.

We further examined pain-related protein-protein interaction (PPI) networks within the pain interactome, a comprehensive network of 611 interconnected proteins specifically associated with pain (Jamieson et al., 2014). Examining 197 DEGs of the NP1 cluster revealed an interconnected network of 93 genes (Figure 4B). Among them, *Calca, Prkca, Sst*, and *Tac1* were hub genes that were significantly downregulated after CCI, whereas *Tgfb1* and *Gal* were hub genes that were significantly upregulated. 

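In *Sprr1a*+ NP1-like neurons, *Sst* changed by -9.92 (SE 0.76, edgeR Benjamini-Hochberg adjusted p = 0.01), from 1244 ± 66.8 to 1.27 ± 1.80 CPM, and all 16 *Sst* UMIs of the CCI neurons came from Female-CCI. *Tac1* changed by -3.79 (SE 0.46, edgeR Benjamini-Hochberg adjusted p = 0.0239), from 341 ± 77.0 to 23.8 ± 9.94 CPM. *Prkca* changed by -2.29 (SE 0.10, adjusted p = 3.74e-29) and *Calca* by -0.95 (SE 0.12, adjusted p = 8.69e-07) in the same edgeR test with Benjamini-Hochberg adjustment. *Tgfb1* changed by 5.21 (SE 0.95, edgeR Benjamini-Hochberg adjusted p = 0.051), with values of 1.6e-11 to 0.170 over the alternatives, from 7.24 ± 9.50 to 224 ± 7.97 CPM. Of its sham UMIs 2 were in Male-Sham and 39 in Female-Sham.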

Intriguingly, the top marker gene of the NP1 cluster, *Sst,* is also a key gene for neuropathic pain (Zhu et al., 2019); hence it may be an important new target for pain modulation.

When we examined an interconnected network of 44 genes from 67 DEGs in the PEP5 cluster, we identified *Jun, Gal, Nts,* and *Tac1* as hub genes that changed significantly after CCI (Figure 4C). 

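In *Sprr1a*+ PEP5-like neurons at resolution 0.4, *Jun* rose by 1.85 (SE 0.07, edgeR Benjamini-Hochberg adjusted p = 5.59e-20), *Gal* by 6.02 (SE 0.10, adjusted p = 2.5e-22), and *Nts* by 5.99 (SE 0.53, adjusted p = 0.0111). *Tac1* changed by -4.49 (SE 0.20, edgeR Benjamini-Hochberg adjusted p = 5.65e-05), from 2223 ± 48.3 to 80.8 ± 20.9 CPM.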

Examination of 41 DEGs from the NF1 cluster revealed an interconnected network of 69 genes (Figure 4D), with *Calca*, *Npy*, *Jun*, *Gal,* and *Nts* as hub genes. Similarly, an examination of 79 DEGs from the NF2 cluster revealed an interconnected network of 53 genes (Figure 4E), including hub genes *Npy*, *Jun*, *Gal*, *Nts,* and *Tac1*.

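In *Sprr1a*+ NF1-like neurons, *Calca* changed by 0.00 (SE 0.62, edgeR Benjamini-Hochberg adjusted p = 0.998), from 106 ± 38.1 to 92.6 ± 48.5 CPM, with -1.46 with doublets kept. *Npy* (chromosome 6, 49822710 to 49829507) rose by 13.27 (SE 0.74, edgeR Benjamini-Hochberg adjusted p = 0.00269), from 5 UMIs to 12417 UMIs over the libraries, and by 7.92 (adjusted p = 0.0565) with doublets kept. The 5 sham UMIs were all in Male-Sham, so the size of this change rests on that library. In the same edgeR test with Benjamini-Hochberg adjustment, *Jun* rose by 2.32 (SE 0.11, adjusted p = 7.98e-09), *Gal* by 10.85 (SE 0.59, adjusted p = 0.00316), and *Nts* by 9.60 (SE 0.19, adjusted p = 6.61e-11). *Slc6a4* had no UMI in the sham neurons and was at least 593-fold higher in CCI.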

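In *Sprr1a*+ NF2-like neurons, *Npy* had 0 UMIs in sham and 16078 in CCI libraries, at least 4793-fold higher (edgeR Benjamini-Hochberg adjusted p = 1.03e-09). *Jun* rose by 2.75 (SE 0.13, edgeR Benjamini-Hochberg adjusted p = 1.47e-07), *Gal* by 9.67 (SE 0.16, adjusted p = 2.19e-10), and *Nts* by 9.96 (SE 0.21, adjusted p = 1.03e-09). *Tac1* changed by -0.94 (SE 0.22, edgeR Benjamini-Hochberg adjusted p = 0.0074), with values of 1.61e-11 to 0.252 over the alternatives.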

Among these hub genes, *Calca* and *Tac1* were downregulated whereas *Npy, Gal, Jun,* and *Nts* were upregulated in multiple clusters. 

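*Calca* changed by -1.31 (SE 0.29, edgeR Benjamini-Hochberg adjusted p = 0.0472) in PEP5-like and by -1.35 (SE 0.33, adjusted p = 0.0317, 7.47e-04 to 0.198 over the alternatives) in NF2-like *Sprr1a*+ neurons, where it was -0.43 with any *Sprr1a* UMI. *Tac1* changed by -0.79 (SE 0.21, edgeR Benjamini-Hochberg adjusted p = 0.025, 1.54e-13 to 0.135 over the alternatives) in NF1-like neurons, and by -1.22 without the Male-CCI library. In NP1-like neurons *Jun* rose by 0.53 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 1.4e-06; 0.49 with doublets kept, short of the limit on the change), and *Nts* changed by 1.18 (SE 0.37, adjusted p = 0.126, 1.17e-22 to 0.282 over the alternatives). *Npy* had 1 sham UMI in NP1-like and in PEP5-like neurons, and its ratio of CCI to sham was 145 (95% CI 25.8 to 5738) and 41.998 (6.92 to 1720).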

Functionally, *Npy* was recently identified as a key prognostic and therapeutic target of neuropathic pain (Tang et al., 2020), and *Jun* and *Nts* may play pivotal modulatory roles in both neuropathic pain and nerve regeneration (Zhao et al., 2020). For example, intrathecal administration of neurotensin (encoded by *Nts*) induced pain inhibition in animal models of neuropathic pain (Guillemette et al., 2012; Sarret et al., 2005). It is possible that the upregulation of *Nts* may represent a compensatory change after injury to limit the exaggeration of neuropathic pain. Future studies are warranted to delineate the roles of each of these shared hub genes in neuropathic pain pathogenesis.

### A subset of neuronal clusters shows subtype-specific transcriptional changes in uninjured neurons

Another goal of our study was to explore transcriptional changes in uninjured neurons (*Sprr1a*^-^) of different clusters under neuropathic pain conditions. Strikingly, many DEGs were identified in *Sprr1a*^-^ neurons from a subset of clusters including NP1 (143), PEP5 (232), NF1 (95), and NF2 (132) after CCI (Figure 5A, Supplementary file 5). 

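*Sprr1a*- neurons of the CCI libraries were compared with *Sprr1a*- neurons of the same class in the sham libraries. edgeR called 387 of 9753 genes in NP1-like (227 higher, 160 lower), 410 of 12224 in PEP5-like (238 and 172), 133 of 11976 in NF1-like (75 and 58), and 216 of 11267 in NF2-like neurons (146 and 70). DESeq2 called 159, 168, 63, and 102. Leaving out every neuron with a *Sprr1a* UMI gave 52 in NP1-like, 533 in PEP5-like, and 6 in NF1-like neurons, and NF2-like neurons were too few to test. Of the study's listed genes 142 of 142, 231 of 231, 95 of 95, and 131 of 131 changed in the listed direction, and 54, 96, 33, and 48 were called with adjustment over the list alone, which is not independent evidence. *Serpinb1a* (chromosome 13, 32842092 to 32851185) rose by 3.89 (SE 0.22, edgeR Benjamini-Hochberg adjusted p = 1.81e-09) in PEP5-like and *Tnfrsf12a* by 3.37 (SE 0.32, adjusted p = 2.8e-06, 2.77e-23 to 0.334 over the alternatives) in NP1-like neurons. *Gal* rose by 2.97 (SE 0.29, adjusted p = 0.00589 from edgeR with Benjamini-Hochberg adjustment, 4.09e-68 to 0.451 over the alternatives) in NF1-like neurons, from 5.00 ± 1.71 to 38.4 ± 11.7 CPM. *Tubb6* rose by 3.03 (SE 0.43, edgeR Benjamini-Hochberg adjusted p = 0.00983, 1.46e-20 to 0.0785 over the alternatives) in NF2-like neurons. DESeq2 gave none of these 4 genes an adjusted p in these classes.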

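In *Sprr1a*- neurons of the other classes edgeR called 719 genes in PEP1-like (366 higher, 353 lower), 558 in NP2-like (324 and 234), 542 in PEP2-like (314 and 228), 488 in PEP3/4-like (304 and 184), 380 in NP3-like (234 and 146), and 213 in cLTMR-like neurons (109 and 104). DESeq2 called 428, 287, 196, 280, 150, and 63, and leaving out every neuron with a *Sprr1a* UMI, the alternative that moved PEP2-like neurons most, gave 374, 319, 169, 374, 168, and 111. *Pappa* rose by 4.18 (SE 0.30, edgeR Benjamini-Hochberg adjusted p = 0.00137, 9.34e-93 to 0.200 over the alternatives) in PEP2-like neurons, from 3.96 ± 1.31 to 68.5 ± 17.3 CPM. *Gal* rose by 3.26 (SE 0.21, edgeR Benjamini-Hochberg adjusted p = 3.14e-04) in cLTMR-like neurons, from 4.00 ± 0.390 to 39.4 ± 11.4 CPM, and had no adjusted p with DESeq2.

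**Figure D2:**
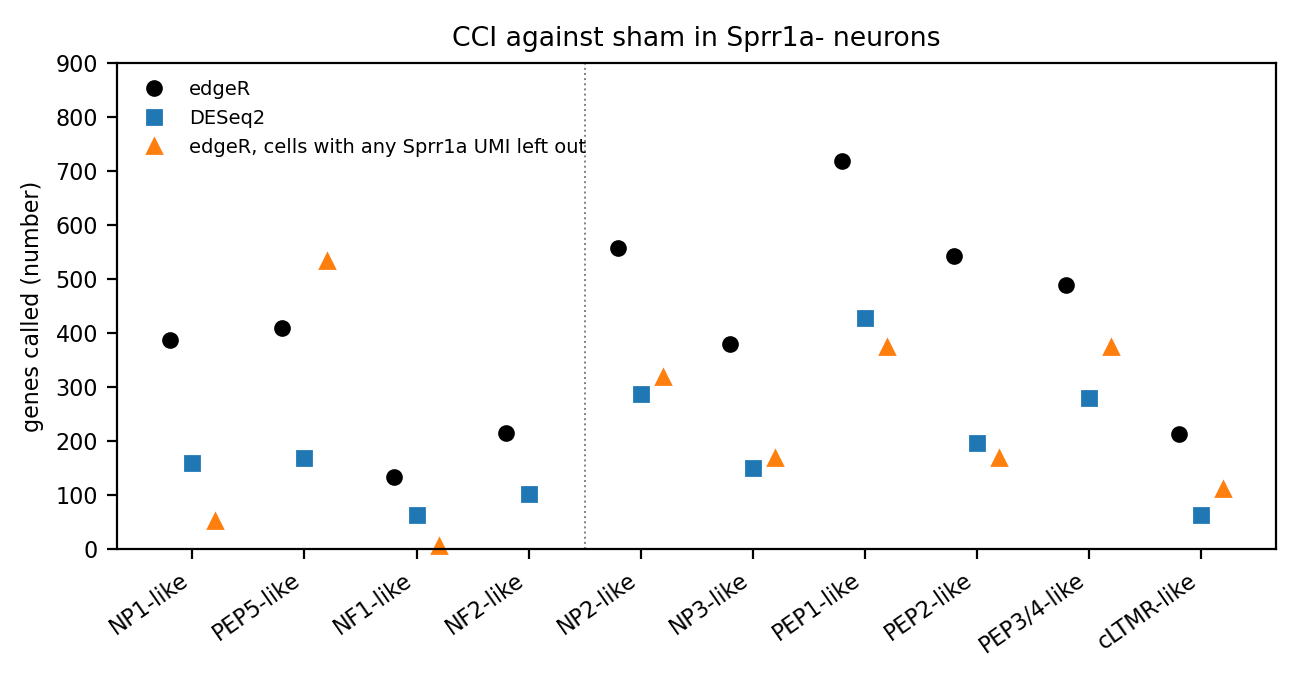
Genes called in *Sprr1a*- neurons of each class with edgeR, with DESeq2, and with edgeR after leaving out all neurons with a *Sprr1a* UMI, for example 719, 428, and 374 in PEP1-like neurons.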

Comparatively, only a few DEGs were present in *Sprr1a*^-^ neurons from other clusters, suggesting subtype-specific transcriptional changes in uninjured neurons.

**Figure 5.**
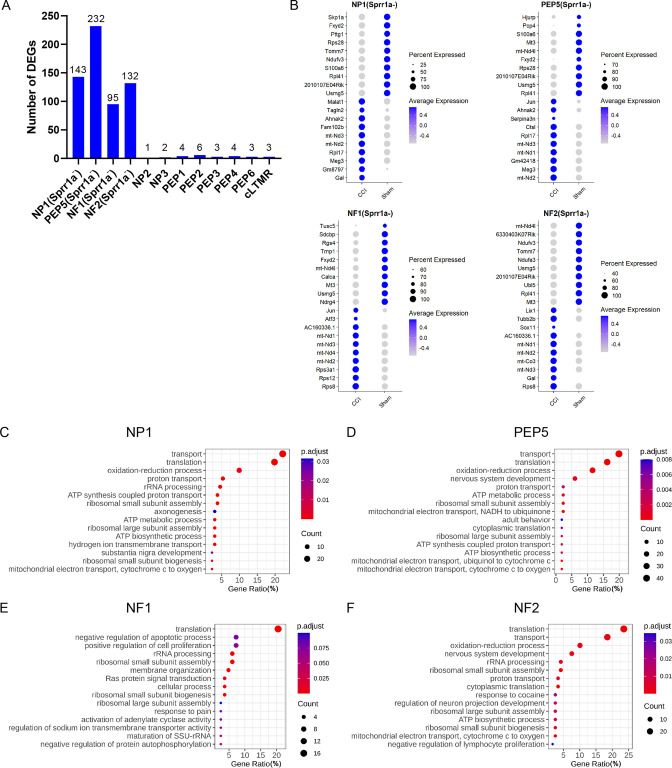
Gene ontology analysis of chronic constriction injury (CCI)-induced differentially expressed genes (DEGs) in the *Sprr1a^-^* subpopulation of NP1, PEP5, NF1, and NF2 clusters. (**A**) The bar graph shows the number of DEGs induced by CCI in *Sprr1a^-^* neurons of each cluster. (**B**) Top 10 marker genes of *Sprr1a^-^* neurons in NP1, PEP5, NF1, and NF2 clusters of CCI and sham groups. (**C–F**) Gene ontology analysis of CCI-induced DEGs in *Sprr1a^-^* neurons in NP1 (**C**), PEP5 (**D**), NF1 (**E**), and NF2 (**F**) clusters.

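The 78 ribosomal protein genes served for translation. In *Sprr1a*- neurons of the CCI libraries 29 were higher and 49 lower in NP1-like, 38 and 40 in PEP5-like, 57 and 21 in NF1-like, and 46 and 32 in NF2-like neurons. The median log2 change was -0.08, -0.00, 0.10, and 0.06, and without TMM scaling it was -0.07, 0.02, 0.05, and 0.01. edgeR called 4 higher and 3 lower in NP1-like, 1 and 2 in PEP5-like, 5 and 1 in NF1-like, and 6 and 1 in NF2-like neurons. By the adjusted p alone, without the limit on the change, edgeR gave 6 higher and 8 lower in NP1-like neurons. It gave 14 and 16 in PEP5-like, 12 and 3 in NF1-like, and 10 and 5 in NF2-like neurons.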

GO analysis showed that top pathways shared by *Sprr1a*^-^ neurons in NP1, PEP5, NF1, and NF2 clusters are related to protein biosynthetic processes, including translation, proton transport, ribosomal small subunit assembly, and transport (Figure 5B–F, Supplementary file 6). Pathways related to nerve regeneration and neuropathic pain were also found in these clusters but were much less significant. These findings suggest that these uninjured neurons in NP1, PEP5, NF1, and NF2 clusters may enter a ‘preparation’ state in response to nerve injury.

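From the genes of *Sprr1a*- neurons, the paper proposes a 'preparation' state in NP1, PEP5, NF1, and NF2. In the *Sprr1a*- comparisons 8 genes were called in all 4 of these classes and 28 in all of the other 6 classes. Of the 2327 genes called in at least 1 of the 10 classes, 396 were called in at least 3, 127 in at least 5, and 3 in all 10 (*Gm8797*, *Usmg5*, and *mt-Nd2*).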

### Sex differences in transcriptional changes of different DRG neuronal subtypes after CCI

Both human and animal models suggest the presence of sex differences in pain sensitivity and chronic pain prevalence (Fillingim et al., 2009; Pieretti et al., 2016). The peripheral neuronal mechanisms underlying these sexual dimorphisms remain unclear, and few studies have compared transcriptional changes of DRG neurons at the single-cell level, especially under neuropathic pain conditions. *X inactive-specific transcript* (*Xist*) is a specific transcript expressed exclusively by the inactive X chromosome in female mammals (Borsani et al., 1991). 

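*Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 3 UMIs in Male-Sham and 9 in Male-CCI neurons (0.0185 and 0.0553 CPM), and lay at 298 CPM in Female-Sham and 384 CPM in Female-CCI neurons. It was detected in 0.0914% and 0.319% of male and 97.2% and 96.0% of female neurons. The Y-linked *Uty* had 1582 and 1384 UMIs in male and 3 and 5 in female neurons.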

Consistent with previous findings, we did not detect *Xist* expression in cells from our male mice (Figure 6—figure supplement 1A). Cell subtype distributions were similar between female and male mice in both sham and CCI groups (Figure 2B). Furthermore, Female-Sham and Male-Sham groups showed good correlation in cluster comparison, indicating a great similarity of transcriptional programs under physiologic conditions (Figure 6—figure supplement 1B). Nevertheless, our findings suggest sex differences in the transcriptional changes that occurred after CCI. 

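Between Male-Sham and Female-Sham the Pearson correlation of log2(CPM + 1) over 22324 genes was 0.990 to 0.998 for the neuronal classes. After the mean over the classes was taken from each gene, it was 0.882 in CCI-ind-like to 0.980 in NP2-like neurons, and at most 0.608 between different classes. These correlations run across genes, which are not independent replicates.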

When compared to the corresponding sham group, the Male-CCI group and the Female-CCI group exhibited 303 and 296 DEGs, within which there were 79 female-specific and 86 male-specific DEGs (Figure 6A, Supplementary file 7). 

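With 1 library of each sex and surgery, no test was made between CCI and sham within a sex. Over the 382 genes that Supplementary file 7 lists, the log2 change with 5 CPM added had the same sign in males and females for 84.8% in CCI-ind-like, 92.9% in NP-like, 86.4% in PEP-like, 93.2% in NF-like, and 75.1% in cLTMR-like neurons.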

Top pathways were further identified by conducting GO analysis of sex-specific and shared DEGs (Figure 6B–D).

**Figure 6.**
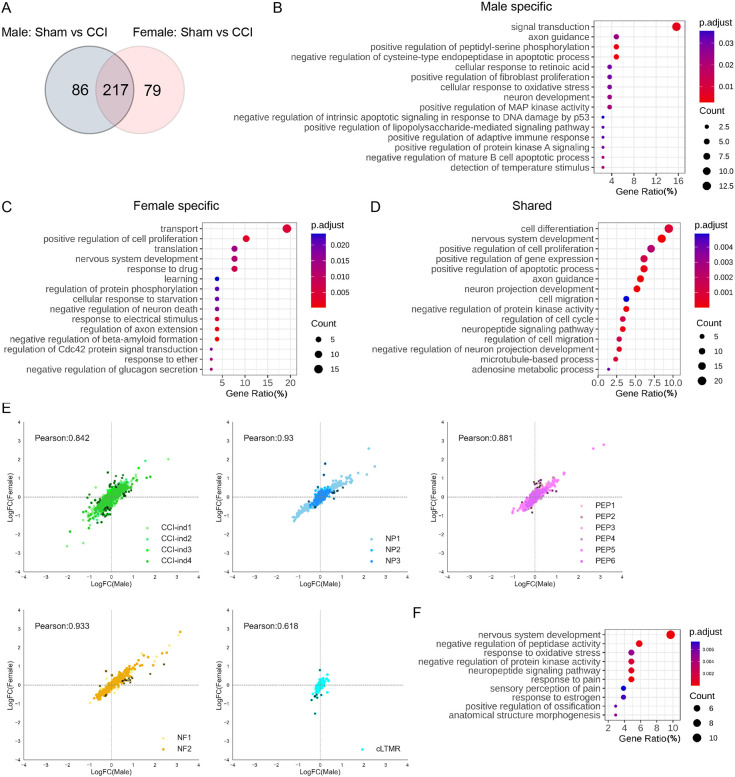
Comparisons of transcriptional changes between female and male mice after chronic constriction injury (CCI). (**A**) The Venn diagram shows the number of genes that were differentially expressed between CCI and sham in male and female mice. (**B–D**) Gene ontology pathways that are associated with differentially expressed genes (DEGs) in male mice (**B**), female mice (**C**), and both male and female mice (**D**). (**E**) Pearson correlations based on the fold-change of 382 DEGs after CCI in CCI-ind clusters, NP, PEP, NF, and cLTMR. Black dots represent 106 genes that showed >2-fold differences between female and male mice. (**F**) Gene ontology analysis of the 106 genes from panel E.

**Figure 6—figure supplement 1.**
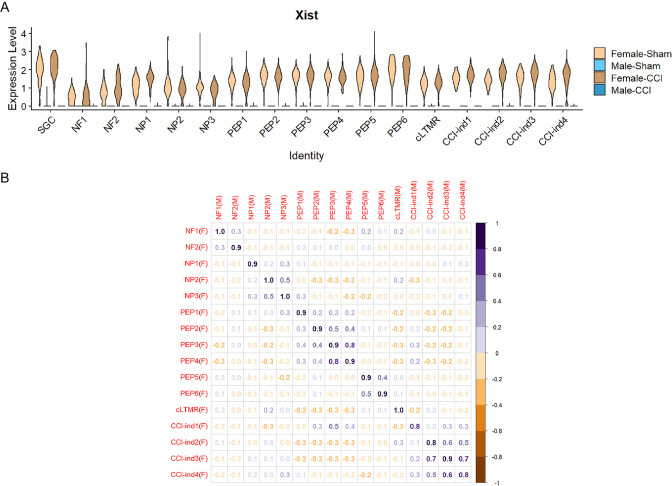
Comparisons of specific differentially expressed genes (DEGs) between female and male mice after chronic constriction injury (CCI). (**A**) Violin plot shows the expression levels of *X inactive-specific transcript* (*Xist*) in each cell cluster in the four groups/datasets. (**B**) Pearson correlation of each neuronal cluster between Male-Sham and Female-Sham mice, based on whole transcript counts. The scale on the right indicates the interpretations of different colors. The different shades of blue represent a positive correlation coefficient while the different shades of brown represent a negative correlation coefficient.

Pearson correlation analysis was also performed based on the fold-change of the combined 382 DEGs. Most neuronal clusters showed a good correlation of DEGs between males and females (Figure 6E), indicating similarity and a minimal batch effect. Yet, the cLTMR cluster had a poor correlation. 

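Across the 382 genes the Pearson correlation of male with female changes was 0.973 (95% CI 0.962 to 0.983 from resampled genes) in NP-like, 0.971 (0.960 to 0.981) in NF-like, 0.909 (0.860 to 0.942) in PEP-like, and 0.790 (0.684 to 0.862) in CCI-ind-like neurons. Rank correlations were 0.962, 0.962, 0.883, and 0.822. NP-, PEP-, and NF-like neurons are sums of their classes with *Sprr1a*+ neurons included, so a shift in make-up shared by the sexes enters these values. NP1-like neurons were 88 of 743 NP-like neurons in Male-Sham and 129 of 347 in Male-CCI. They were 86 of 928 in Female-Sham and 148 of 392 in Female-CCI. With all genes of at least 20 CPM in place of the list the Pearson correlations were 0.948, 0.947, 0.859, and 0.747 and the rank correlations 0.899, 0.919, 0.829, and 0.724.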

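In cLTMR-like neurons the correlation was 0.592 (95% CI 0.377 to 0.739), the rank correlation 0.598, and the correlation over 6147 genes of at least 20 CPM 0.607. These values rest on 363 and 674 sham and 114 and 208 CCI neurons of males and females. Of the CCI neurons 114 and 207 were *Sprr1a*-, so the correlation is not like for like with those of the summed classes.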

Intriguingly, Bohic et al. reported that deletion of *Bhlha9*, a transcription factor which is highly expressed in cLTMR, impaired thermotaxis behavior and exacerbated formalin-evoked pain only in male mice (Bohic et al., 2020). Furthermore, *Calca,* which is a nociceptor-specific gene that is highly upregulated in cLTMRs of male *Bhlha9*-null mice (Bohic et al., 2020), showed >2-fold differences between female and male cLTMRs in our dataset. These findings suggest that cLTMRs may play an important role in the sexual dimorphism of pain. 

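In cLTMR-like neurons *Calca* (chromosome 7, 114631478 to 114636357) went from 73.2 to 42.3 CPM in males, a log2 change of -0.72 with 5 CPM added, and from 91.6 to 80.7 CPM in females, a change of -0.17. The difference between the sexes was -0.55. For *Bhlha9* the changes were 0.15 and -0.13. With doublets kept *Calca* changed by 0.20 in males and -2.56 in females, a difference of 2.76 in the other direction.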

From all clusters, 106 genes showed >2-fold differences between female and male CCI mice (Figure 6E, Supplementary file 8). The top 10 pathways from the GO analysis of these DEGs included nervous system development, neuropeptide signaling pathway, response to pain, sensory perception of pain, and response to estrogen (Figure 6F). Collectively, these findings suggest differential transcriptomic changes in DRG neurons after CCI between the two sexes.

### Distribution of increased *Fgf3* expression in DRG neurons after CCI

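*Fgf3* (ENSMUSG00000031074, chromosome 7, 144838083 to 144844436) rose from 1.90 ± 0.664 to 54.5 ± 1.46 CPM across all neurons, a log2 change of 4.88 (SE 0.25, edgeR Benjamini-Hochberg adjusted p = 2.81e-04). At least 1 *Fgf3* UMI was found in 1.25%, 2.20%, 49.0%, and 45.4% of neurons. In the CCI libraries the share was 88.6% and 84.9% in *Sprr1a*+ neurons and 5.93% and 7.31% in *Sprr1a*- neurons. After thinning to 2000 UMIs 18.1% and 18.9% of the *Sprr1a*+ neurons had an *Fgf3* UMI, and SGC-like cells had one in 0, 0, 0.847%, and 0.917% of cases without thinning.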

*Fgf3* is one of the top upregulated genes in CCI-ind1-4 clusters which express high levels of injury-induced gene *Sprr1a* as shown in our scRNA-seq study (Figures 1 and 2, Supplementary file 1). Previous studies suggested that *Fgf3* may play a role in pain and neuropathy. For example, mice lacking NMDA receptor GluN1 in Schwann cells exhibited pain hypersensitivity and upregulated *Fgf3* and *Sprr1a* expression in DRG neurons (Brifault et al., 2020). Accordingly, we conducted RNAscope in situ hybridization to further examine the expression and distribution of *Fgf3* in DRG sections and compared findings between sham-operated and CCI mice. Both *Fgf3* and *Sprr1a* signals were minimal in the sham group, but robustly increased after CCI (Figure 7A–C). In CCI mice, a large portion of *Sprr1a*^+^ cells were *Fgf3*^+^, suggesting the expression of *Fgf3* in injured neurons. In contrast, *Sprr1a*^-^ neurons which express different cell subtype markers (*Tac1*, *Nefh*, *Nppb*) were rarely *Fgf3*^+^ in both CCI and sham groups (Figure 7D).

**Figure 7.**
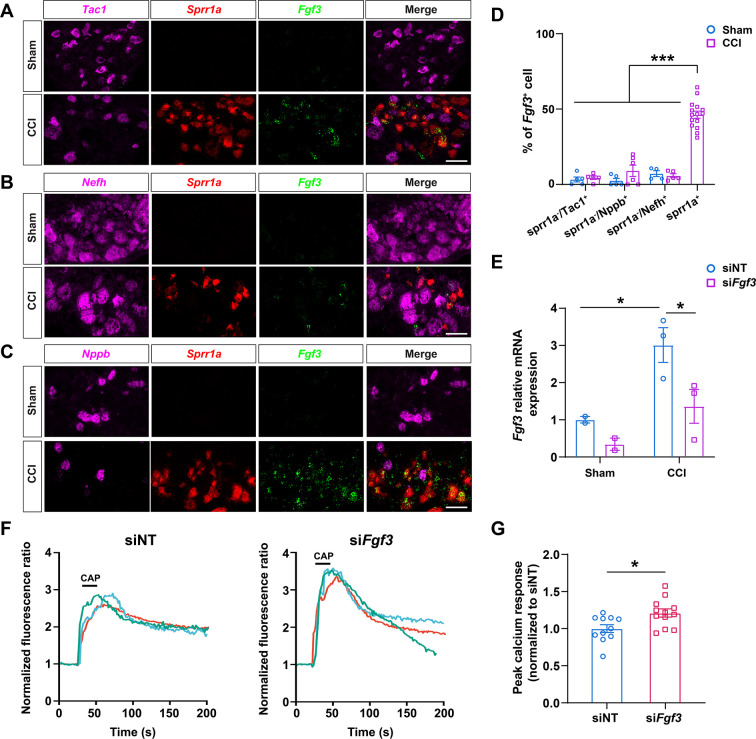
The distribution and functional examination of *Fgf3* in mouse dorsal root ganglion (DRG) neurons. (**A–C**) Representative RNAscope in situ hybridization images of lumbar DRGs from sham-operated (Sham) and chronic constriction injury (CCI) mice stained with probes against *Fgf3* (green), *Sprr1a* (red, an injury marker), and different cell subtype markers *Tac1*(**A**), *Nefh* (**B**), *and Nppb* (**C**) (magenta). Scale bar, 50 μm. (**D**) Quantification of labeled cells as the percentage of *Fgf3*^+^ cells. (n=316, 278, 106 for *Sprr1a*^-^/*Tac1*^+^, *Sprr1a*^-^/*Nefh*^+^, *Sprr1a*^-^/*Nppb*^+^ cells from four sham-operated mice; n=252, 360, 88 for *Sprr1a*^-^/*Tac1*^+^, *Sprr1a*^-^/*Nefh*^+^, and *Sprr1a*^-^/*Nppb*^+^ cells, and n=1771 for *Sprr1a*^+^ cells from four CCI mice). One-way analysis of variance (ANOVA) followed by Bonferroni post hoc test. Data are expressed as mean ± SEM, ***p<0.001 versus indicated groups. (**E**) The levels of *Fgf3* mRNA in cultured DRG neurons from sham-operated (n=2) and CCI mice (n=3) were assayed by qPCR. DRG neurons were transfected with siRNA specifically targeting *Fgf3* (si*Fgf3*, 0.2  nmol) or non-targeting siRNA (siNT) as control. Two-way ANOVA followed by Bonferroni post hoc test. Data are expressed as mean ± SEM, *p<0.05 versus siNT in sham group and si*FGF3* in CCI group. (**F**) Representative traces of calcium responses to capsaicin (0.3 μM, bath application) in cultured DRG neurons from CCI mice. Before in vitro calcium imaging, DRG neurons were treated with either si*Fgf3* (0.2  nmol) or siNT control. (**G**) The quantification of evoked calcium responses to capsaicin in each group (si*Fgf3*: n=12 coverslips with 263 neurons; siNT: n=11 coverslips with 193 neurons). Student’s t-test. Data are expressed as mean ± SEM, *p<0.05 versus siNT.

**Figure 7—figure supplement 1.**
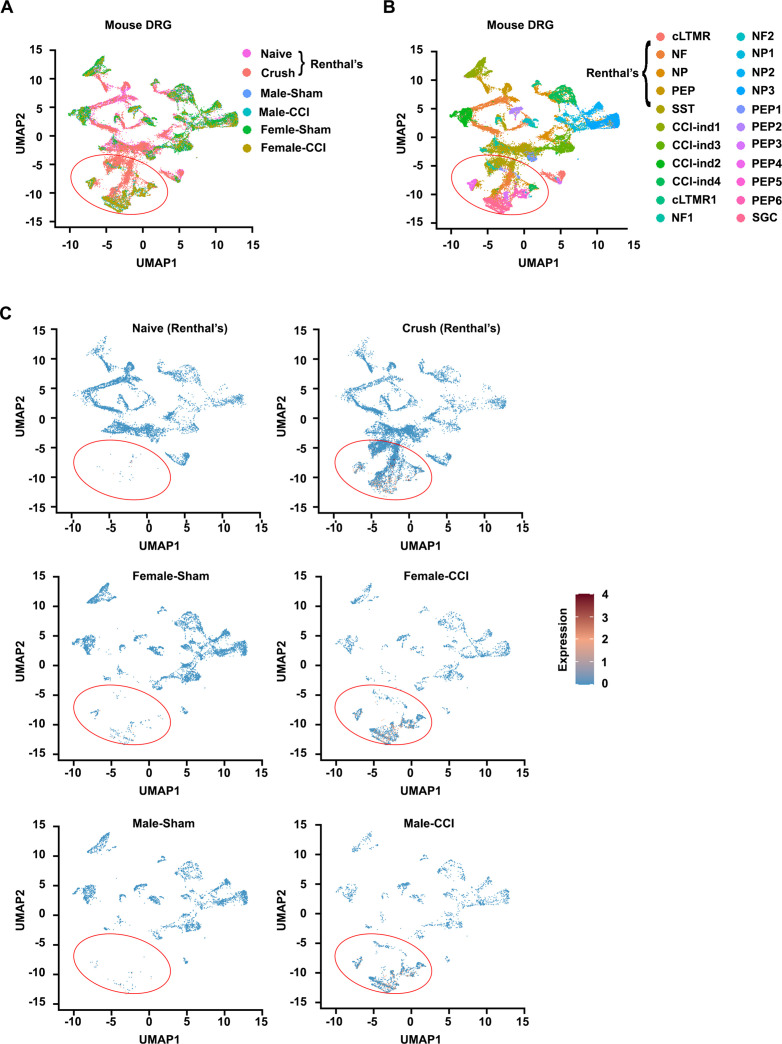
The *Fgf3* expression was increased in nerve injury-induced new neuronal clusters. (**A**) Integration of two datasets from Renthal’s study (Crush, Naïve) and four datasets from the current study (Male-CCI, Female-CCI, Male-Sham, Female-Sham), visualized by UMAP. Different colors represent cells from different datasets/groups. The new clusters that emerged after nerve injury (i.e., injury-induced new clusters) were indicated with a red circle, and were prominent in three injury groups (Crush, Male-CCI, Female-CCI) but were minimal in naïve and sham groups (Naïve, Male-Sham, Female-Sham). (**B**) Twenty-two distinct cell clusters were identified by Seurat, including five neuronal clusters from Renthal’s datasets (cLTMR, NF, NP, PEP, SST) and seventeen clusters from our datasets (SGC, NF1-2, NP1-3, PEP1-6, cLTMR, and CCI-ind1-4 clusters). (**C**) Feature heatmaps show the expression patterns of *Fgf3* in different clusters of six datasets. The color scale indicates the normalized expression level of *Fgf3*. The increased *Fgf3* expression (e.g., brown dots) occurred mainly in injury-induced new clusters in the Crush, Male-CCI, and Female-CCI datasets. UMAP, uniform manifold approximation and projection; cLTMR, C low-threshold mechanoreceptors; NF, Aβ low-threshold mechanoreceptors; NP, non-peptidergic nociceptors; PEP, peptidergic nociceptors; SST, somatostatin (SST)-expressing itch-sensing neurons; CCI, chronic constriction injury.

**Figure 7—figure supplement 2.**
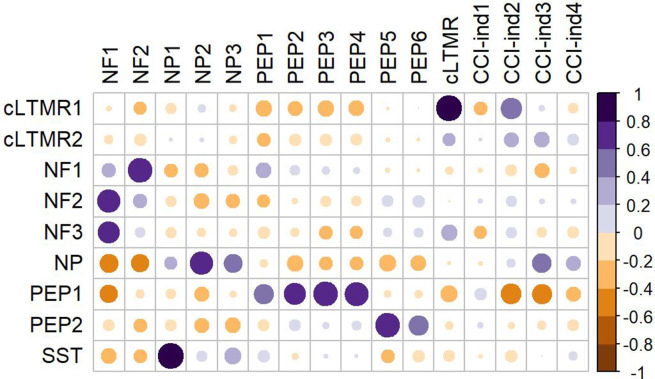
Correlation analysis between dorsal root ganglion (DRG) neuronal clusters identified in our study and those from Renthal’s study. Heatmap shows correlation matrix of DRG neuronal clusters between our study (X-axis) and Renthal’s study (Y-axis). The correlations were calculated by the Pearson method. The color of the circles corresponds to Pearson correlation coefficient. The scale on the right indicates the interpretations of different colors. The different shades of blue represent a positive correlation coefficient while the different shades of brown represent a negative correlation coefficient. The sizes of circles represent absolute values of the Pearson coefficients.

We next conducted an integration analysis of our scRNA-seq datasets and Renthal’s snRNA-seq datasets. The integration of six datasets (Renthal’s datasets: Naïve, Crush; our datasets: Male-Sham, Female-Sham, Male-CCI, Female-CCI) and twenty-two distinct clusters (Renthal’s datasets: cLTMR, NF, NP, PEP, SST; our datasets: SGC, NF1-2, NP1-3, PEP1-6, cLTMR, and CCI-ind1-4 clusters) were visualized by uniform manifold approximation and projection (UMAP) (Figure 7—figure supplement 1A and B). Feature heatmaps showed that *Fgf3* expression was increased mainly in injury-induced new neuronal clusters (indicated by red circle) which were prominent in three injury datasets/groups (Crush, Male-CCI, Female-CCI), but were minimal in control groups (Naïve, Male-Sham, Female-Sham, Figure 7—figure supplement 1C). Collectively, evidence from in situ hybridization study and results from the integration analysis support our scRNA-seq findings, suggesting that *Fgf3* mRNA expression was increased mainly in the injured neurons which were *Sprr1a*^+^ and negative for subtype markers after nerve injury.

We also did a correlation analysis between our CCI-ind1-4 clusters and neuronal clusters identified in Renthal’s datasets (7 days after sciatic nerve crush) and found that the CCI-ind1-4 clusters showed a good correlation with cLTMR1, cLTMR2, and NP in their datasets (Figure 7—figure supplement 2).

### Functional examination of *Fgf3* in DRG neurons

We then conducted in vitro calcium imaging to examine whether attenuating the upregulated *Fgf3* expression may alter DRG neuronal response to capsaicin, a TRPV1 agonist that induces heat pain, in CCI mice. Lumbar DRG neurons from sham and CCI mice were transfected with siRNA specifically targeting *Fgf3* (si*Fgf3*, 0.2 nmol) or non-targeting siRNA (siNT, control) in culture. Previously we have demonstrated that the transfection efficiency of small RNA oligos using nucleofection was over 90% (Jiang et al., 2015). Quantitative PCR study showed that *Fgf3* mRNA level in siNT-transfected DRG neurons was significantly higher in CCI group (n=3) than that in sham group (n=2, Figure 7E), which is consistent with our scRNA-seq and in situ hybridization results. Compared to siNT, si*Fgf3* transfection significantly decreased the upregulated *Fgf3* mRNA level in CCI group (Figure 7E).

Because the expression of *Fgf3* was quite low in sham group, we conducted in vitro calcium imaging on cultured DRG neurons from CCI mice. In CCI group, the intracellular calcium rise evoked by capsaicin (0.3 μM, bath application) was significantly increased in neurons transfected with si*Fgf3*, as compared to siNT (Figure 7F).

## Discussion

Primary sensory neurons are the fundamental units of the peripheral sensory system and are important for pharmacologic treatment of pain and sensory nerve regeneration. Here, we provided new insights into subtype-specific transcriptomic changes in DRG neurons under neuropathic pain conditions. First, in addition to 12 standard clusters validated by known neuronal subtype marker genes, four CCI-ind clusters devoid of subtype marker genes showed a strong presence after CCI. These findings support recent observations by Renthal et al., 2020. Second, we unraveled four neuronal clusters (NP1, PEP5, NF1, NF2) which contain both uninjured (*Sprr1a^-^*) and injured (*Sprr1a^+^*) subpopulations after CCI whereas injured neurons of other clusters were mostly segregated into CCI-ind clusters as unidentified cells after CCI. Importantly, we provided novel evidence that uninjured neurons of these clusters also exhibited subtype-specific transcriptomic perturbations after CCI. Third, our gene expression program uncovered sex differences in the transcriptional changes of DRG neurons after CCI at the single-cell level. Lastly, using *Fgf3* as a proof-of-principle, our RNAscope in situ hybridization study showed increased expression and distribution of *Fgf3* in DRG neurons after CCI, supporting scRNA-seq analysis, and in vitro calcium imaging study further suggested a functional role of *Fgf3* in neuronal excitability.

Genome-wide screening on bulk DRG tissues has demonstrated profound transcriptional changes after nerve injury (Chandran et al., 2016; LaCroix-Fralish et al., 2011). Yet, because bulk DRG tissue includes a mixture of different neuronal subtypes and non-neuronal cells, bulk RNA-seq cannot distinguish differential transcriptional changes that occur in specific cell subtypes. Recently, scRNA-seq and snRNA-seq studies have begun to uncover subtype-specific perturbations of gene expression in DRG after nerve injury (Nguyen et al., 2019; Renthal et al., 2020; Wang et al., 2021). However, most previous studies isolated cells or nuclei without effectively enriching neurons for sequencing. Consequently, a large number of non-neuronal cells would undergo sequencing, thereby reducing sequencing depth of neurons (Renthal et al., 2020; Wang et al., 2021). By using *Pirt^EGFPf^* mice in which EGFP is selectively expressed in most DRG neurons, we improved the purification and successfully enriched DRG neurons for scRNA-seq, with only a few residual SGCs; most other non-neuronal clusters were excluded. The resulting increase in sequencing depth largely increased the number of genes detected in DRG neurons, particularly for genes with low read counts (Perkins et al., 2014). It needs to be noted that although *Pirt* is expressed in >83.9%of DRG neurons, the remaining *Pirt-negative* neurons are mainly NF200^+^ neurons and have large-diameter cell bodies (Kim et al., 2008). Thus, the NF population may be slightly underrepresented in our samples.

Our clustering analysis identified 16 distinct neuronal clusters and one SGC cluster. Of those, 12 standard neuronal clusters were categorized based on known subtype marker genes, which were present in both sham and CCI groups. These findings suggest that a subpopulation of neurons in each subtype was spared from injury and maintained its distinguishing transcriptional program at day 7 post-CCI (Bennett and Xie, 1988). Strikingly, CCI-ind1-4 clusters showed diminished expression of subtype marker genes but high expression of injury-induced genes (*Atf3*, *Sprr1a*). These clusters were present at high levels only after CCI. Accordingly, they are likely injured neurons that have lost their original subtype marker genes. Indeed, the top 50 DEGs in CCI-ind1-4 clusters included those important to nerve regeneration and neuronal hyperexcitability. Because these neurons are likely axotomized and disrupted from peripheral receptive fields, they may play important roles in nerve regeneration and spontaneous pain after nerve injury. These findings are consistent with previous results obtained with snRNA-seq, which showed a new transcriptional state in DRG neurons after spared nerve injury and in trigeminal ganglion neurons after infraorbital nerve transection (Nguyen et al., 2019). A similar phenomenon was noted after spinal nerve transection, sciatic nerve transection, and crush injury (Renthal et al., 2020; Wang et al., 2021). The common characteristics of these new neuronal clusters are the increased expression of injury-induced genes and diminished original neuron subtype-specific marker genes such as *Tac1*, *Nefh, Nppb*, *Mrgprd*, *Th*, and *Sst*, which may represent a general adaptation mechanism after mechanical/traumatic nerve injuries. We focused on examining transcriptional changes at day 7 post-CCI when neuropathic pain-like behavior reaches the peak and enters the maintenance phase. Since gene expression changes vary at different neuropathic pain stages, a time course study of transcriptional changes after CCI is warranted.

*Atf3* induction may be rapid and is frequently detected in isolated cells due to the dissociation process. Unlike *Atf3*, *Sprr1a* showed high specificity as an injury indicator in our scRNA-seq, which is in line with the previous findings (Nguyen et al., 2017). Even though *Sprr1a* may be a better standard than *Atf3* to differentiate injured and uninjured neurons, a small number of *Sprr1a^+^*neurons and CCI-ind1-4 clusters also appeared in sham groups. Their presence may have been induced by the skin incision and muscle damage of sham surgery, which can produce minor nerve injury, or by the cell stress and injury that occur during tissue harvesting and processing (e.g., dissociation, enzymatic digestion). A previous study showed that even sham surgery and minor peripheral injury may increase *Atf3, Sox11, Sema6a, Csf1,* and *Gal* in DRG neurons (Nguyen et al., 2019). Importantly, our RNAscope in situ hybridization study also showed that *Sprr1a* expression was minimal in sham group, but remarkably increased after CCI in the injured DRG neurons as indicated by the loss of cell subtype markers. In contrast, uninjured neurons which express the cell subtype markers examined in current study (*Tac1*, *Nefh*, *Nppb*) rarely colocalize with *Sprr1a*. Moreover, the expression of *Fgf3* which is among the top upregulated genes in CCI-ind1-4 clusters also robustly increased after CCI and highly colocalized with *Sprr1a*. Collectively, these findings further suggest that *Sprr1a* may represent an injury indicator and supports our scRNA-seq results.

Another salient finding is that a portion of injured neurons (*Sprr1a^+^*) in NP1, PEP5, NF1, and NF2 clusters maintained their original neuronal identities at day 7 after CCI, and hence can still be clustered together with uninjured neurons from the same subtype. In contrast, the other eight clusters contained only uninjured neurons after CCI. The injured neurons in these clusters may have lost their identities and were assigned to CCI-ind1-4 clusters. This notion is supported by decreased cell populations in these clusters after CCI. Due to the loss of marker genes for different clusters, the neurochemical identity of CCI-ind1-4 clusters is difficult to confirm. However, a recent snRNA-seq study employed an elegant method to trace back the originalities of ‘injured state’ neuronal clusters, by examining multiple post-injury time points to consecutively capture residual transcriptional signatures (i.e., a set of processed transcripts that are expressed in a specific cluster) during the transition from uninjured to injured states (Renthal et al., 2020). Their findings also suggested that the CCI-induced clusters may arise from neurons with different neurochemical identities before injury. The correlation analysis showed that our CCI-ind1-4 clusters correlated well with clusters such as cLTMR1, cLTMR2, and NP in Renthal’s datasets (7 days after sciatic nerve crush). It remains to be determined why injured neurons in NP1, PEP5, NF1, and NF2 clusters can still be clustered together with uninjured neurons from the same subtype, even though they have also lost some subtype-specific marker genes. This apparent discrepancy may be due to these injured neurons losing expression of only a subset of marker genes after CCI, but maintaining the major transcriptional signatures of the naïve state.

Increasing evidence has suggested that uninjured DRG neurons also play important roles in neuropathic pain and show robust neurochemical and functional changes after nerve injury (Kalpachidou et al., 2022; Obata et al., 2003; Pertin et al., 2005; Tran and Crawford, 2020). Evoked pain hypersensitivities are common and important neuropathic pain manifestations and are mediated by uninjured neurons through the remaining peripheral innervations. Thus, identifying transcriptional changes in uninjured neurons in a cell-type-specific manner will be important to search for new targets for neuropathic pain treatment. Sciatic nerves contain axons from multiple lumbar DRGs, and CCI causes partial injury to the sciatic nerve. Accordingly, each of these lumbar DRGs contains a mixture of injured and uninjured neurons in CCI model. Strikingly, our analysis showed for the first time that uninjured (*Sprr1a^-^*) neurons in NP1, PEP5, NF1, and NF2 clusters also undergo subtype-specific changes in gene expression after CCI, as compared to those in the sham group. GO analysis showed that these clusters shared changes in pathways involved in protein biosynthesis (e.g., translation, ribosomal small subunit assembly) with injured neurons, suggesting that they may enter a ‘preparation’ state in response to nerve injury. Functional changes of uninjured neurons under neuropathic conditions may extend beyond transcriptional regulation to also involve mechanisms such as increased translational rate (Gebauer and Hentze, 2004) and modulations by miRNA. In line with this notion, our GO analysis showed that a pathway named ‘*positive regulation of Pri-miRNA transcription from RNA polymerase promoter*’ was significantly regulated in the NF2 cluster. Systematic investigations are needed to sort out the functional effects of transcriptomic changes in injured and uninjured neurons from each cluster on nerve regeneration, neuronal excitability, and pain.

Renthal et al. also examined co-mingling, uninjured neurons using a sciatic crush injury model. However, they did not find cell-type-specific changes in these neurons. The reason for this discrepancy may be partially due to differences in the techniques (e.g., tissue processing, cell sorting, sequencing depth) and animal models. Compared to CCI model induced by loose ligation of the sciatic nerve, crush injury would injure more nerve fibers and it was estimated that >50% of lumbar DRG neurons are axotomized in this model (Renthal et al., 2020). Therefore, the remaining uninjured neurons for sequencing may be much less than that in the CCI model. In addition, we used *Pirt^EGFPf^* mice to establish a highly efficient purification approach to enrich neurons for scRNA-seq and therefore largely increased the number of genes detected in DRG neurons. Comparatively, the neuronal selectivity and number of genes detected were lower in the previous studies, which may have resulted in decreased ability to detect these changes and fewer DEGs.

Previous studies suggested that increased *Fgf3* expression in DRG neurons may correlate with pain hypersensitivity (Brifault et al., 2020). Here, by examining the functional role of *Fgf3* as a proof-of principle, our calcium imaging study showed that attenuating the increased *Fgf3* expression in DRG neurons of CCI mice with siRNA rather enhanced neuronal responses to capsaicin. This finding suggests that upregulation of *Fgf3* expression after CCI may be an adaptive change that counteracts the development of neuronal hyperexcitability. *Fgf3* was shown to drive neurogenesis of Islet1-expressing motor neurons and mediate axonogenesis in cMet-expressing motor neurons after spinal cord injury in zebrafish (Goldshmit et al., 2018). Additional gain-of function and loss-of function studies are needed to further ascertain roles of *Fgf3* in DRG neuron excitability, neuropathic pain and peripheral nerve regeneration, and to explore the underlying mechanisms such as regulating TRPV1 expression or function. It is important for future studies to examine the functional roles of other top DEGs in CCI-ind1-4 clusters and in uninjured neurons, in order to identify new targets for cell-type-specific treatment to promote nerve regeneration and inhibit neuropathic pain.

There is a growing body of literatures on sex differences in neuropathic pain mechanisms (Machelska and Celik, 2016). *Xist* is known to be expressed exclusively by the inactive X chromosome in mammals (Borsani et al., 1991). Indeed, we also found that it was selectively expressed in female but not male datasets, suggesting that *Xist* is a reliable female marker gene for scRNA-seq. Pearson correlation analysis suggested a similarity of gene expression programs in the two sexes under physiologic conditions. However, we found sex differences in transcriptional changes after CCI, and the cLTMR cluster may play an important role in the sexually dimorphic pain response. Among 296 female and 303 male DEGs induced by CCI, 79 were female-specific, and 86 were male-specific. In addition, 106 genes showed more than twofold differences between the two sexes after CCI. These findings are consistent with a bulk RNA-seq study of DRG, which showed vast differences in genes enriched in pain-relevant pathways between female and male rats after CCI (Stephens et al., 2019). Although these findings suggest that peripheral neuronal mechanisms may also underlie sexual dimorphisms in neuropathic pain, Renthal et al., 2020 reported no differences in injury-induced transcriptional changes between males and females after sciatic nerve crush injury . The reasons for this discrepancy are unclear but may also be due to aforementioned differences in the techniques and animal models, such as the lower read count and numbers of genes detected which may have resulted in decreased ability to detect subtle changes and fewer DEGs in the previous study. Details of the distinct gene networks that function in different neuronal subtypes and might underpin sexual dimorphisms in neuropathic pain must still be explored at a single-cell level in the future.

### Conclusions

In summary, our findings in a well-established animal model of neuropathic pain share some similarities with recent findings in transection injury models, including the loss of marker genes in injured neurons and the emergence of new, injury-induced clusters. Importantly, we demonstrated that subtype-specific transcriptomic changes occurred in both injured and uninjured neurons of NP1, PEP5, NF1, and NF2 clusters after CCI. Furthermore, we also provided novel evidence at single-cell level that transcriptomic sexual dimorphism may occur in DRG neurons after nerve injury, and cLTMR may play a pivotal role in sex-specific pain modulation. Lastly, by examining *Fgf3* as proof-of principle, our RNAscope in situ hybridization study provided further evidence supporting findings from scRNA-seq analysis, and in vitro calcium imaging study offered novel insights of the functional implication of *Fgf3*. New knowledge gained from current work and other recent scRNA-seq studies may provide important rationales for developing cell-subtype-specific and sex-based therapies that can optimize neuropathic pain inhibition and sensory nerve regeneration. For instance, an ideal therapy would target top DEGs in uninjured neurons in NP1, PEP5, NF1, and NF2 clusters for pain control, but would not interfere with important transcription programs needed for the regeneration of injured neurons.

## Materials and methods

### *Pirt^EGFPf^* mouse

The *Pirt^EGFPf^* mouse strain (C57BL/6 background) was a gift from Dr. Xinzhong Dong in the Solomon H Snyder Department of Neuroscience, School of Medicine, Johns Hopkins University. The axonal tracer farnesylated enhanced green fluorescent protein (EGFPf) replaced the entire open reading frame of *Pirt* and the EGFPf expression is under the control of the endogenous *Pirt* promoter (Kim et al., 2008). We bred the homozygous mutant with WT mice to get heterozygous for experiments. Adult mice (7–8 weeks of age) of both sexes were used. Genotypes of the mice were determined by PCR. Mice were housed three to five per cage and given access ad libitum to food and water. All animal experiments were conducted in accordance with the protocol approved by the Institutional Animal Care and Use Committee of Johns Hopkins University.

### Bilateral sciatic nerve CCI

Contralateral changes may develop after unilateral CCI of the sciatic nerve, including spontaneous pain and mechanical hypersensitivity in hind paws (Paulson et al., 2002; Wilkerson et al., 2020), as well as gene expression in the spinal cord and DRGs (Jancálek et al., 2010). Because transcriptional changes in contralateral DRGs may differ from those on the ipsilateral side, we performed bilateral sciatic CCI to allow the pooling of bilateral DRG tissues for sequencing and to avoid sample variations. The bilateral CCI model has been validated in previous studies, which showed that animals displayed prolonged cold and mechanical hypersensitivities in hind paws but did not exhibit the asymmetric postural or motor influences of unilateral CCI or behavior changes (Dai et al., 2014; Datta et al., 2010; Vierck et al., 2005).

Adult *Pirt^EGFPf^* mice were randomly assigned to undergo bilateral CCI surgery or sham surgery. All procedures were performed by the same experimenter to avoid variation in technique. CCI of the sciatic nerve was performed as previously described (Guan et al., 2010; Li et al., 2017). Briefly, mice were anesthetized with 2% isoflurane, and a small incision was made at the mid-thigh level. The sciatic nerve was exposed by blunt dissection through the biceps femoris. The nerve trunk proximal to the distal branching point was loosely ligated with three nylon sutures (9–0 nonabsorbable monofilament; S&T AG) placed approximately 0.5 mm apart until the epineuria was slightly compressed and hindlimb muscles showed minor twitching. The muscle layer was closed with a 4–0 silk suture and the wound was closed with metal clips. *Pirt^EGFPf^* mice developed mechanical hypersensitivity in both hind paws, as indicated by a significant increase in paw withdrawal frequency (PWF) to von Frey filament stimulation (Figure 1B).

### Mechanical hypersensitivity test

Animals were allowed to acclimate for a minimum of 48 hr before any experimental procedures. Hypersensitivity to punctuate mechanical stimuli was assessed by the PWF method using two von Frey monofilaments (low-force, 0.07 g; high-force, 0.4 g). Each von Frey filament was applied perpendicularly to the mid-plantar area of each hind paw for ~1 s. The left hind paw was stimulated first, followed by the right side (>5 min interval). The stimulation was repeated 10 times at a rate of 0.5–1 Hz (1–2 s intervals). If the animal showed a withdrawal response, the next stimulus was applied after the animal resettled. PWF was then calculated as (number of paw withdrawals/10 trials)×100%.

### Single-cell dissociation

Bilateral L4-5 DRGs were collected from mice at day 7 after bilateral sciatic CCI or sham surgery. Male and female mice from the same litter were subjected to the same surgery (sham or CCI). Bilateral L4-5 DRGs were collected from each mouse and DRGs from five mice of the same group (20 DRGs in total) were pooled as one sample for sequencing. The four groups included Female-Sham, Male-Sham, Female-CCI, and Male-CCI. DRGs were dissected out, digested with 1 mg/mL type I collagenase (Thermo Fisher Scientific) and 5 mg/mL dispase II (Thermo Fisher Scientific) at 37°C for 70 min (10 DRGs/tube), and disassociated into single cells in Neurobasal medium containing 1% bovine serum albumin (BSA). Cells were filtered through a 40 µm cell strainer and centrifuged at 500×*g* for 5 min. The pellet was resuspended in 500 μL of Triple Express (Thermo Fisher Scientific) and digested at 37°C for 2 min. The reaction was stopped with 1 mL of fetal bovine serum. The cell suspension was laid onto 5 mL of Neurobasal medium containing 20% Percoll and centrifuged at 1400 RPM for 8 min. The upper layer was removed first and then the lower layer. The pellet was washed with 2 mL of Neurobasal medium containing 1% BSA and centrifuged at 500×*g* for 5 min. The pellet was resuspended with 500 μL of Neurobasal medium containing 1% BSA. The GFP^+^ cells were sorted into 500 μL of Neurobasal medium containing 1% BSA and centrifuged at 500×*g* for 5 min to remove most supernatant. The pellet was resuspended with the remaining supernatant to a concentration of ~1000 cells/μL.

### 10× Genomics library preparation and sequencing

The single-cell suspensions were further processed with Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3 (PN-1000094) according to the manufacturer’s instructions to construct the scRNA-seq library. All libraries were sequenced with the Illumina NovaSeq platform. The raw sequencing reads were processed by Cell Ranger (v.2.1.0) with the default parameters. The reference genome was mm10.

### Single-cell RNA-seq data analysis

Scrublet with default parameters was used first to remove single-cell doublets. After doublet removal, we filtered out cells with fewer than 1500 genes expressed and cells with more than 10% mitochondrial UMI counts. The rigorous filtering was intended to remove smaller residual non-neuronal cells such as SGCs. After doublet removal and quality control, we applied Seurat’s integration workflow to correct possible batch effects for the remaining cells of the four datasets. Before the integration, the four datasets were transformed into four individual Seurat objects with standard steps including ‘CreateSeuratObject’, ‘NormalizeData’, and ‘FindVariableFeatures’. Subsequently, we used ‘FindIntegrationAnchors’ with the top 3000 variable genes to locate possible anchors among the four datasets. Next, ‘IntegrateData’ was used to merge the four individual datasets. After the integration, default clustering steps embedded in Seurat were performed with 20 principal components (PCA) and 3000 variable genes. The steps included scaling normalized UMI counts with ‘ScaleData’, dimensional reduction with ‘RunPCA’, building a k-nearest neighbor graph with ‘FindNeighbors’, and finding clusters with the Louvain algorithm by ‘FindClusters’. Finally, we visualized identified clusters with 2D UMAP by ‘RunUMAP’. To find the most conserved markers in every cluster, we used ‘FindConservedMarkers’ and show the top 50 markers in Figure 1F and Supplementary file 1. To evaluate similarities between identified single-cell clusters, we applied unsupervised hierarchical clustering with the pairwise Pearson correlation using 3000 variable genes (Figure 1—figure supplement 1B). To find DEGs between clusters or conditions, we used ‘FindMarkers’ with padj <0.05 and Log_2_fold-change >0.5 as the thresholds.

### Classification of *Sprr1a^+^* and *Sprr1a^-^* neurons

We used the expression level of *Sprr1a* to divide neuronal clusters into two subpopulations (*Sprr1a^+^*and *Sprr1a^-^*). *Sprr1a^+^*represent cells with normalized UMI >1 and *Sprr1a^-^* represent cells with normalized UMI <1.

### GO analysis

GO analysis was conducted with DAVID (Huang et al., 2009a; Huang et al., 2009b). We used p-value = 0.05 as the threshold to find enriched GO terms such as biological processes. The gene clusters were visualized with the ClusterProfiler package in R.

### PPI analysis

A PPI network was drawn with the igraph R package based on the list of reported 1002 PPIs involved in pain (Jamieson et al., 2014). The genes in the DEG lists that had no connections (receive or send) in the PPI network were filtered out. Removed nodes also filtered out any of their edges.

### RNAscope in situ hybridization

RNAscope fluorescence in situ hybridization experiment was performed according to the manufacturer’s instructions, using the RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD, Advanced Cell Diagnostics, Newark, CA) for fresh frozen tissue. Briefly, lumbar DRGs (L4-5) were dissected at 7 days after sham surgery or CCI, frozen, and sectioned into 12 μm sections using a cryostat. In situ probes against the following mouse genes were ordered from ACD and multiplexed in the same permutations across quantified sections: *Sprr1a* (Cat No. 426871-C2), *Fgf3* (Cat No. 503101), *Tac1* (Cat No. 410351-C3), *Nefh* (Cat No. 443671-C3), *Nppb* (Cat No. 425021-C3). High-resolution images of 10 Z-stack were obtained using a ×40 oil immersion objective on Zeiss LSM 800 confocal microscope (Zeiss, Oberkochen, Germany). Cells were considered positive if at least three puncta were observed (Peirs et al., 2021).

### Nucleofection

To transfect RNA oligos into DRG neurons, the dissociated neurons from lumbar DRGs were centrifuged to remove the supernatant and resuspended in 100 μL of Amaxa electroporation buffer for mouse neuron (Lonza Cologne GmbH, Cologne, Germany) with siRNAs (0.2 nmol per transfection). si*Fgf3* (sense: CAGAGACCUUGGUACGUGUtt; Antisense: ACACGUACCAAGGUCUCUGgg). Suspended cells were then transferred to a 2.0 mm cuvette and nucleofected with the Amaxa Nucleofector apparatus. After electroporation, cells were immediately mixed to the desired volume of prewarmed culture medium and plated on precoated coverslips or culture dishes. After neurons fully attached to the coverslips or culture dishes (4–6 hr), the culture medium was changed to remove the remnant electroporation buffer.

### Quantitative PCR

To analyze the mRNA expression in DRG neurons, total RNA was isolated using PicoPure RNA Isolation Kit (Thermo Fisher Scientific) following the manufacturer’s manual. RNA quality was verified using the Agilent Fragment Analyzer (Agilent Technologies, Santa Clara, CA). Two-hundred ng of total RNA was used to generate the cDNA using the SuperScript VILO MasterMix (Invitrogen, Waltham, MA). Ten ng of cDNA was run in a 20 μl reaction volume (triplicate) using PowerUp SYBR Green Master Mix to measure real-time SYBR green fluorescence with QuantStudio 3 Real-Time PCR Systems (Thermo Fisher Scientific). Calibrations and normalizations were performed using the 2^-ΔΔCT^ method. Mouse *Gapdh* was used as the reference gene. Mouse *Fgf3* (#MP204816) and *Gapdh* (#MP205604) primers were purchased from OriGene Technologies (Rockville, MD). *Fgf3*: (forward primer: GCAAGCTCTACTGCGCTACCAA; reverse primer: CACTTCCACCGCAGTAATCTCC). *Gapdh* (forward primer: CATCACTGCCACCCAGAAGACTG; reverse primer: ATGCCAGTGAGCTTCCCGTTCAG).

### DRG neuronal culture and in vitro calcium imaging

Experiments were conducted as that in our previous studies (Liu et al., 2009). Lumbar DRGs from 4-week-old mice that underwent sham surgery or CCI were collected in cold DH10 20 (90% DMEM/F-12, 10% fetal bovine serum, penicillin [100 U/mL], and streptomycin [100 μg/mL] Invitrogen, Waltham, MA) and treated with enzyme solution (dispase [5 mg/mL] and collagenase type I [1 mg/mL] in Hanks’ balanced salt solution without Ca^2+^ or Mg^2+^) for 35 min at 37°C. After trituration, the supernatant with cells was filtered through a Falcon 40 µm (or 70 µm) cell strainer. Then, the cells were spun down with centrifugation and were resuspended in DH10 with growth factors (25 ng/mL NGF; 50 ng/mL GDNF), plated on glass coverslips coated with poly-D-lysine (0.5 mg/mL; Biomedical Technologies Inc, Madrid, Spain) and laminin (10 μg/mL; Invitrogen), cultured in an incubator (95% O_2_ and 5% CO_2_) at 37°C, and used within 48 hr. Neurons were loaded with Fura-2-acetomethoxyl ester (Molecular Probes, Eugene, OR) for 45 min in the dark at room temperature (Liu et al., 2009). After being washed, cells were imaged at 340 and 380 nm excitation for the detection of intracellular free calcium.

### Integrated analysis of our scRNA-seq datasets and Renthal’s snRNA-seq datasets of mouse DRG neurons

We conducted the integration analysis of our scRNA-seq datasets and Renthal’s snRNA-seq datasets (GSE154659). We extracted DRG cells from naïve mice (seven replicates: GSM4676529, GSM4676530, GSM4676533, GSM4676534, GSM4676535, GSM4676536, GSM4676537) and mice at day 7 after sciatic nerve crush injury (four replicates: GSM4676564, GSM4676565, GSM4676531, GSM4676532) from Renthal’s datasets. We only considered the cells with gene count between 200 and 12,000, and mitochondrial DNA less than 10%. The remaining 17,207 cells were integrated with our datasets using default parameters described in Seurat’s integrated workflow. The first 30 PCA were used to build UMAP for visualizing the integration result.

### Correlation analysis between our identified neuronal clusters and neuronal clusters of Renthal’s datasets

We extract cells (four replicates: GSM4676564, GSM4676565, GSM4676531, GSM4676532) from mice at day 7 after sciatic nerve crush injury from Renthal’s datasets and then used Seurat’s default workflow to create its Seurat single-cell object. We further used shared variable genes between our dataset and their datasets to calculate Pearson correlation.

### Data and statistical analysis

Statistical analyses were performed with the Prism 8.0 statistical program (GraphPad Software, Inc). The methods for statistical comparisons in each study are given in the figure legends. Comparisons of data consisting of two groups were made by Student’s t-test. Comparisons of data in three or more groups were made by one-way analysis of variance (ANOVA) followed by the Bonferroni post hoc test. Comparisons of two or more factors across multiple groups were made by two-way ANOVA followed by the Bonferroni post hoc test. Two-tailed tests were performed, and p<0.05 was considered statistically significant in all tests.

## Data Availability

Sequencing data is deposited in GEO under accession number GSE216039. The following dataset was generated: ZhangC HuM-W WangX-W CuiX LiuJ HuangQ CaoX ZhouF-Q QianJ S-QHe GuanY 2022scRNA-sequencing reveals subtype-specific transcriptomic perturbations in DRG neurons of PirtEGFPf mice in neuropathic pain conditionNCBI Gene Expression OmnibusGSE21603910.7554/eLife.76063PMC958461036264609 The following previously published dataset was used: RenthalW TochitskyI YangL ChengYC LiE KawaguchiR GeschwindDH WoolfCJ 2020Transcriptional Reprogramming of Distinct Peripheral Sensory Neuron Subtypes after Axonal InjuryNCBI Gene Expression OmnibusGSE15465910.1016/j.neuron.2020.07.026PMC759025032810432

How the deposited data were processed for this re-analysis (not part of the article)

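The data are 4 scRNA-seq libraries of GFP+ cells sorted from lumbar DRGs of *Pirt EGFPf* mice, Male-Sham, Female-Sham, Male-CCI, and Female-CCI, each from 5 mice and 20 DRGs pooled at 7 days after surgery. The authors aligned the reads to mm10 and made the UMI counts with Cell Ranger, and as deposited the matrices hold whole UMI counts per gene and called cell, neither normalized nor filtered further. The header of the matrices gives Cell Ranger 3.0.2, another version than the methods name. Each matrix has 31053 genes, and gene positions were taken from a GENCODE annotation of the same build (GRCm38). No reads were aligned and no gene was counted anew here.

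Doublets were scored with Scrublet as implemented in scanpy 1.11.5 with an expected doublet rate of 0.1. Its automatic threshold found almost no doublets, so the highest scores were removed in the number that Supplementary file 2 gives for each library. The number of doublets is therefore the study's, and only their choice was made here. Cells with fewer than 1500 genes or more than 10% mitochondrial UMIs were then removed. Seurat 5.3.0 log-normalized the cells, integrated the libraries by canonical correlation analysis on 3000 variable genes, and clustered 20 principal components at resolution 0.8. A cluster was named for a class when at least 3 of the class's markers were found in at least 10% of its cells and at least 2 times the level of all other cells, for the class with the highest marker score, and left without a name where no class did so or its leading genes went against the name.

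UMI counts were summed over the cells of a class in each library, and edgeR 4.0.16 compared 2 CCI with 2 sham libraries by its robust quasi-likelihood test, after its filter on low counts and TMM normalization. p-values were adjusted by the Benjamini-Hochberg method within each comparison. Comparisons were made for all neurons, for *Sprr1a*+ neurons of CCI against *Sprr1a*- neurons of sham in NP1-, PEP5-, NF1-, and NF2-like classes, and for *Sprr1a*- neurons of CCI against those of sham in 10 classes. The comparison of all neurons leaves out neuronal clusters without a name, also under the alternatives, while the shares of neurons include them. Genes were named in the text where the paper names them, or by a rule set on the test's output: the 5 genes with the largest absolute change among those called whose change had the same direction in both sexes. Where all libraries of a group had 0 UMIs, the fold is a lower bound taken against 3 UMIs, and where a group had 1 to 3 UMIs the ratio is given with its exact interval. Sex-specific changes are log2 ratios of CPM with 5 CPM added, over the 382 genes of Supplementary file 7, and intervals of their correlations come from 1000 draws of the genes. The study's gene lists, its list of shared genes, potassium and sodium channel genes, and 78 ribosomal protein genes were each followed as a list. SGC-enriched transcripts, 36 in number, are those with at least 500 CPM in SGC-like cells of every library and at least 20 times their level in *Sprr1a*- neurons.

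Over all neurons a gene with 0 UMIs lies below 0.0160 to 0.0188 CPM (3 UMIs of the library), and in the smallest group of *Sprr1a*- neurons tested, NP1-like neurons of Female-CCI, below 1.71 CPM, or 6.13 CPM where neurons with any *Sprr1a* UMI were left out. The tests were tried on simulated data with the depth and spread of the real libraries and 200 changed genes. Over 4 comparisons edgeR called 74.0% to 87.5% of the changed genes and 6 to 17 unchanged genes, and DESeq2 called 57.0% to 80.5% and 2 to 11. Alternatives were DESeq2 1.42.0, no filter on low counts, sex as a replicate block, doublets kept, other limits on genes, mitochondrial UMIs, and *Sprr1a*, other resolutions, no integration, a clustering without injury genes, and leaving out each library. For *Sprr1a*+ PEP5-like neurons resolution 0.4 was added after the data were seen. Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1, SeuratObject 5.2.0) were used.

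Gene ontology terms, the protein network of the pain interactome, the behavioral tests, and the experiments outside sequencing were not analysed here. The counts of genes changed within a sex were not computed, since 1 library per sex and surgery gives no replicates. Animals are not separated within a library, so no value here covers the spread between animals. By the methods, littermates of both sexes had the same surgery, so litter follows surgery.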

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

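The test of index hopping, the test of the few sham cells behind *Ly6a* and *Ucn*, and the test of SGC-like RNA behind *Apoe* were chosen only after the results were seen.

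*Ly6a* and *Ucn* changed in opposite directions, by more than 0.5 in each sex, in CCI-ind-like neurons, which is what drew attention to them. *Ly6a* changed by -0.92 in males and 2.63 in females, a difference of -3.55, and *Ucn* by 0.70 and -0.58, a difference of 1.28. The difference was not tested, since each value rests on 1 library. The small number of sham cells was weighed because the sham libraries gave 45 and 140 CCI-ind-like cells, with 237 and 15 *Ly6a* UMIs and 79 and 474 *Ucn* UMIs. The exact intervals of the levels stayed apart in each sex, with a lowest ratio of the nearer bounds of 1.34. They cover the counting of UMIs and not the sampling of cells, and the cluster led by *Ly6a* held 4 Male-Sham and 2 Female-Sham cells, so the small number of sham cells and a sex difference cannot be told apart. The choice of cells matters: in the clustering without injury genes, where the cluster led by *Ly6a* (286 cells) had no name and was left out, *Ly6a* changed by 0.38 and 0.55, and with doublets kept *Ucn* changed by 0.70 and 0.03, in the same direction. The directions stayed opposite for *Ly6a* with doublets kept (-1.29 and 0.31) and for *Ucn* without injury genes (1.15 and -0.26). Without integration they stayed opposite for *Ly6a* (-0.11 and 3.13) and *Ucn* (0.72 and -0.64). Among these, only *Ucn* without integration passed 0.5 in each sex. Which classes the sham cells of these clusters come from was not tested. *AY036118* (-0.44 and 1.57) stayed below that limit in males; in NP- and PEP-like neurons it (-0.23 and 0.90, 0.09 and 1.06) and *Gm42418* (-0.23 and 0.94 in NP-like neurons) also changed more toward higher levels in females, and an effect of the libraries was not tested.

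*Apoe* changed by 1.72 in male and -0.80 in female cLTMR-like neurons, a difference of 2.53, from 204 to 684 CPM and from 731 to 417 CPM. Its opposite directions drew attention, and the difference was not tested. If RNA of SGC-like cells lies behind it, the other SGC-enriched transcripts follow *Apoe*: of these 35, 35 were higher in males and 33 lower in females, so this source may explain the pattern. A cLTMR-like cluster with *Fabp7* UMIs in 100% of its cells held 15 of the 363, 108 of the 674, 18 of the 114, and 21 of the 208 cLTMR-like neurons of Male-Sham, Female-Sham, Male-CCI, and Female-CCI. With doublets kept the changes were 0.31 and -0.82. Whether these cells carry attached SGCs or free RNA, and whether sex or handling sets their number, was not tested.

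Many deposited cells with fewer than 1500 genes, which the paper filters out and whose barcodes it does not discuss, shared their barcode with a cell of at least 20000 UMIs in another library. In Female-CCI 47.4% of them did (95% CI 45.2 to 49.7), against 0.213% of the cells kept, and in Male-Sham, Female-Sham, and Male-CCI 31.2%, 26.4%, and 23.6%. Index hopping between libraries sequenced together was weighed: a copy then resembles its own partner more than other cells. Over pairs of libraries with at least 10 such copies, 55.0% to 93.8% were closest to the partner with their barcode, against at most 7.69% by chance, and a copy had a median of 0.615% to 0.757% of the partner's UMIs. Copies of male cells held 17 Y-linked and 3 *Xist* UMIs (Male-Sham cells in Female-CCI), 13 and 4 (Male-CCI in Female-CCI), 9 and 1 (Male-CCI in Female-Sham), and 3 and 6 (Male-Sham in Female-Sham). Copies in Male-Sham held 1 and 1 (Female-Sham cells) and 0 and 2 (Female-CCI cells), so sex-linked transcripts followed the partner in 4 of these 6 pairs. Index hopping may thus explain these copies, and 0 of them passed the filters, so they are in no result on the cells kept, though they count among the deposited cells and those with fewer than 1500 genes. The remaining cells with few genes were not explained, and no biological explanation was tested.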

How the results depend on the processing

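Apart from resolution 0.4 for *Sprr1a*+ PEP5-like neurons, the crossed pairing in cLTMR-like neurons, and the CCI-ind-like shares with clusters that had no name, which were chosen after the results were seen, the alternatives below were set before the data were examined. Of 2522 values obtained with an alternative, 2063 stayed within the limits set for no change. Of 1387 values of named genes, without those from leaving out a library, 1278 stayed, 85 lost and 19 gained the call, 4 moved, and 1 reversed: *Npy* in *Sprr1a*- NF1-like neurons changed by 3.72, and by -1.47 with doublets kept. Requiring 3000 genes per cell left 185 of 185 values within the limits, and resolution 1.2 left 186 of 186. These values do not include the SGC-like share, which in Female-CCI was 0.0578% with 3000 genes per cell, against 2.91%.

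With DESeq2, 44 of 130 called values of named genes lost the call, and all 44 had no adjusted p because DESeq2 set genes of low mean count aside. The same holds for many of the genes called by edgeR in *Sprr1a*- neurons: 75 of 133 in NF1-like, 96 of 216 in NF2-like, 238 of 410 in PEP5-like, 120 of 387 in NP1-like, 336 of 542 in PEP2-like, and 152 of 213 in cLTMR-like neurons had none. DESeq2 called 159 genes in *Sprr1a*- NP1-like, 168 in PEP5-like, 63 in NF1-like, 102 in NF2-like, 287 in NP2-like, 150 in NP3-like, 428 in PEP1-like, 196 in PEP2-like, 280 in PEP3/4-like, and 63 in cLTMR-like neurons. Its split moved most in PEP5-like, 76 higher and 92 lower against edgeR's 238 and 172, and in cLTMR-like neurons, 17 and 46 against 109 and 104. No gene called by both changed direction.

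Without the filter on low counts edgeR called 698 genes in *Sprr1a*- NP1-like, 305 in NF1-like, and 522 in NF2-like neurons. With doublets kept 474 were called in NF2-like neurons. With at most 5% mitochondrial UMIs 33 were called in NF2-like and 434 in PEP1-like neurons, and *Sprr1a*+ and *Sprr1a*- NF1-like neurons were too few to test. With *Sprr1a* above 2, 750 were called in NP1-like and 677 in NF2-like neurons.

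When neurons with any *Sprr1a* UMI counted as injured, 2289 genes were called in *Sprr1a*+ NF1-like neurons against 5504. In *Sprr1a*- neurons 52 were called in NP1-like, 6 in NF1-like, 319 in NP2-like, 168 in NP3-like, 374 in PEP1-like, 169 in PEP2-like, and 111 in cLTMR-like neurons, and NF2-like neurons were too few to test. Of the 6 in NF1-like neurons 4 were higher. The highest number among the other classes was 719, and 428 with DESeq2 and 374 with any UMI. Without integration *Sprr1a*+ NF1- and NF2-like neurons were too few to test, and at resolution 0.8 *Sprr1a*+ PEP5-like neurons. These last had 5834 called genes at resolution 0.4, and 5764 at resolution 0.8 with doublets kept, 5774 in the clustering without injury genes, and 436 with any *Sprr1a* UMI. Over the remaining alternatives the numbers lay between 3530 and 5102 in *Sprr1a*+ NP1-like, 4329 and 6074 in NF1-like, and 3591 and 5828 in NF2-like neurons.

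Samples share only the sex as a replicate number, since litters follow surgery, and with sex as a replicate block 737 genes were called in *Sprr1a*- NP1-like, 632 in PEP5-like, 359 in NF1-like, 540 in NF2-like, 662 in NP2-like, 455 in NP3-like, 827 in PEP1-like, 695 in PEP2-like, 620 in PEP3/4-like, and 212 in cLTMR-like neurons, so that cLTMR-like neurons had fewer than NF1-like neurons. The block took the call from *Cryba2*, *Tgfbi*, *Ecel1*, and *Nts* over all neurons and from *Sst*, *Tac1*, *Hspb1*, and *Gadd45a* in *Sprr1a*+ NP1-like neurons, where it gave *Nts* the call. Same-sex libraries deviated from their groups alike in 10 of 11 comparisons, with a correlation of 0.06 to 0.17. In cLTMR-like neurons it was -0.11, and pairing each library with the other sex called 308 genes there, against 212 with the same sex and 213 without pairing.

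CCI-ind-like neurons were 45.0% in Male-CCI, and 28.8% with doublets kept, 52.2% with at most 5% mitochondrial UMIs, 39.7% at resolution 0.4, and 31.9% without injury genes. In Female-CCI they were 43.9%, and 27.2%, 53.4%, 39.7%, and 29.8% in that order. Clusters with CCI-ind markers that had no name, 2 with doublets kept and 1 without injury genes, are not in these shares, nor in the correlations below; with them the shares were 2.14%, 4.64%, 39.5%, and 38.9% with doublets kept and 2.04%, 3.13%, 35.6%, and 34.3% without injury genes. *Sprr1a*+ neurons by any UMI were 3.44%, 6.60%, 83.4%, and 80.1%, and with doublets kept 1.80% in Male-Sham, 3.56% in Female-Sham, and 51.6% in Female-CCI. At a value above 2 they were 49.6% in Male-CCI and 45.4% in Female-CCI, and the gap between CCI and sham was 73.5 points by any UMI. *Atf3*+ neurons were 59.4%, 63.4%, 87.5%, and 88.1% by any UMI, 6.19%, 7.89%, 49.5%, and 48.2% above 2, and 19.3%, 22.4%, 56.4%, and 55.9% after thinning, and 68.2% in Female-CCI with doublets kept.

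With doublets kept, the correlation of the sexes was 0.948 in CCI-ind-like (main 0.790), 0.977 in PEP-like, and 0.955 in NF-like neurons. Without injury genes it was 0.983 in NP-like and 0.974 in PEP-like neurons, and without integration 0.771 in NF-like neurons. Over all genes with at least 20 CPM it was 0.948 in NP-like, 0.859 in PEP-like, and 0.947 in NF-like neurons. In cLTMR-like neurons it stayed between 0.592 and 0.696 over the alternatives. After the mean over the classes was taken from each gene, the lowest correlation of the sham libraries was 0.882, in CCI-ind-like neurons. With 5 CPM added it was 0.931, in NP1-like neurons.

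Leaving out 1 library in turn moved 230 of 560 changes of named genes by more than its limit. In *Sprr1a*- neurons *Cckbr*, *Flnc*, and *Cdk6* in NP1-like neurons had 6, 5, and 4 sham UMIs, all in Female-Sham, and *Npy* in NF1-like, *Xlr4b* in NP3-like, and *Crh* in PEP1-like neurons 5, 8, and 2, all in Male-Sham. Without that library their sham group has 0 UMIs, so no change is given. *Sst* in *Sprr1a*+ NP1-like neurons likewise has 0 CCI UMIs without Female-CCI.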

Differences from the paper's values

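The cells of each library that passed the filters lay close to the paper's numbers. Supplementary file 2 has 1677 Female-CCI cells with fewer than 1500 genes. Here 1919 of the deposited cells had so few, and 1609 after the doublets were removed, the order the paper gives. The paper's PEP5 cluster held 631 cells in the CCI groups, and the PEP5-like class 364, against 667 at resolution 0.4, 732 with doublets kept, and 631 in the clustering without injury genes, which closed the gap (a count within 1.5-fold of the paper's, here and below); the other alternatives set before the data were examined did not. The paper has 17 clusters, and 30 were found, or 20 at resolution 0.4, which closed the gap, while the other alternatives set before the data were examined did not.

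The paper's tests compare cells, and the numbers here come from sums per library and depended on which cells were left in. In *Sprr1a*- NP3-like neurons they ran from 3 to 439 genes over random removals. These removals were large, as many as left 18 of 71 Male-CCI and 18 of 72 Female-CCI neurons. In injured neurons the paper's numbers of differentially expressed genes are 197 in NP1, 67 in PEP5, 41 in NF1, and 79 in NF2. Here 4728, 5834, 5504, and 5150 genes were called, and none of the alternatives set before the data were examined closed a gap, with 3530 to 5102 in NP1-like, 2289 to 6074 in NF1-like, and 3591 to 5828 in NF2-like neurons. The 5834 come from resolution 0.4, chosen after the values were seen, and 436 were called with any *Sprr1a* UMI at resolution 0.8. The paper has 19 genes shared by the 4 clusters, and 1530 were called in all 4 classes, with 1163 to 1714 over the alternatives.

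In *Sprr1a*- neurons the paper's numbers are 143 in NP1, 232 in PEP5, and 132 in NF2, and 387, 410, and 216 were called. DESeq2 came within 1.5-fold of each with 159, 168, and 102 genes, the last 2 below the paper's numbers, and for NP1 any *Sprr1a* UMI did not, with 52. The other alternatives set before the data were examined did not come within 1.5-fold. In the other clusters the paper's highest number is about 6, read by eye from Figure 5A, and 719 were called in PEP1-like neurons, with 374 to 886 as the highest over the alternatives set before the data were examined, none of which closed the gap.

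For the correlation of the sexes the paper's values, read by eye from Figure 6E, are about 0.84 in CCI-ind, about 0.93 in NP, about 0.88 in PEP, and about 0.93 in NF. Here they were 0.790, 0.973, 0.909, and 0.971. Without integration the values were 0.819 in CCI-ind-like and 0.897 in PEP-like neurons, and without injury genes 0.858 in CCI-ind-like neurons, which closed these gaps. A gap counts as closed within the SD of *r* over resampled genes, which was 0.0462 in CCI-ind-like, 0.0209 in PEP-like, 0.00562 in NP-like, and 0.00528 in NF-like neurons. By this limit none of the alternatives set before the data were examined closed the gap in NP-like or NF-like neurons, though all genes of at least 20 CPM came to 0.948 and 0.947.

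The paper states that clusters other than NP1, PEP5, NF1, and NF2 have few changed genes in *Sprr1a*- neurons. Of the 6 other classes 6 had more called genes (213 to 719) than NF1-like neurons (133), while cLTMR-like neurons (213) had fewer than NP1- (387), PEP5- (410), and NF2-like (216), and NP3-like neurons (380) fewer than NP1- and PEP5-like neurons. With DESeq2 cLTMR-like and NF1-like neurons had 63 each, and without the filter on low counts 289 and 305. With sex as a replicate block they had 212 and 359, while the remaining other classes had 455 to 827. NP1-like neurons (737) then had more than each of the 6 other classes but PEP1-like neurons (827). NF2-like neurons (540) then had more than NP3-like (455) and cLTMR-like neurons. The paper states that the proportion of cells falls in most standard clusters, with little decrease in PEP5, and here it fell in 7 of 10 classes, PEP5-like among them, with 9.11% and 9.78% in sham and 5.68% and 5.61% in CCI. With doublets kept, at resolution 0.4, and in the clustering without injury genes the PEP5-like share did not fall in both sexes. The paper finds no other non-neuronal cluster, and an immune-like cluster of 24 cells was found. At resolution 0.4 and without integration there was no such cluster. It held 85 cells with doublets kept and 44 in the clustering without injury genes.

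Of the genes the paper names as changed in NP1, these were not called in *Sprr1a*+ NP1-like neurons: *Stmn4* (4.33), *Chl1* (4.41), *Sox11* (5.53), *Tgfb1* (5.21), *Atf3* (3.08), and *Gap43* (3.97). DESeq2 called all 6, doublets kept called all but *Stmn4*, and any *Sprr1a* UMI called *Chl1*, *Sox11*, and *Tgfb1*. Of the 18 shared genes tested besides *Sprr1a*, 10 were called there, and *Kif22*, *Serpinb1a*, *Flrt3*, *S100a11*, and *AC160336.1* were also among the 8 that were not, while DESeq2, doublets kept, and any *Sprr1a* UMI each called these. *Nts*, which the paper has higher in several clusters, was called in PEP5-, NF1-, and NF2-like neurons and not in NP1-like neurons, where DESeq2, any *Sprr1a* UMI, and the replicate block called it. *Anxa1*, a marker of the CCI-ind clusters in the paper, was not called over all neurons (3.37), and DESeq2 and doublets kept called it.

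The paper has *Calca* as a changed gene in NF1, and its change was 0.00 (SE 0.62). The paper has injury-induced genes at little or no level in *Sprr1a*- NP1 neurons, and *Hspb1* lay at 913 and 1321 CPM in these neurons of Male-CCI and Female-CCI. The paper has *Calca* apart between the sexes in cLTMRs, and the difference was -0.55, less than 2-fold, with 0.20 in males and -2.56 in females when doublets were kept. The paper has no *Xist* in males, and 3 and 9 UMIs were found in male neurons. The paper has translation among the pathways of *Sprr1a*- neurons. Here the ribosomal protein genes went both ways, with 29 higher and 49 lower in NP1-like neurons. An enrichment of terms was not tested here, and genes that go both ways do not speak against one.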

Other observations

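These tests were chosen only after the result was seen: both tests of genes called higher as free RNA, the comparison of the removal of neurons with any *Sprr1a* UMI with random removals, the removal of SGC-enriched genes in cLTMR-like neurons, and the sum of UMIs of 2 classes for the cluster without a name. The removal of neurons with any *Sprr1a* UMI itself was set before the data were examined.

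In *Sprr1a*- neurons of NP2-, NP3-, PEP1-, PEP2-, PEP3/4-, and cLTMR-like classes 213 to 719 genes were called between CCI and sham. Differences between libraries unrelated to surgery were weighed by the split that sets Male-Sham and Female-CCI against the others. Among genes of at least 20 CPM it moved at most 12 past the fold threshold, against at least 93 for surgery. The split by sex, which also holds sex differences, moved at most 28. Among genes of at least 20 CPM, these counts argue against differences that each library has on its own as the source of the changes past the threshold. They do not cover calls of rarer genes: PEP1-like neurons had 719 calls and 168 genes of at least 20 CPM past the threshold. Over all genes, at an unadjusted edgeR p below 0.05 and past the threshold, the mixed split gave 215 in cLTMR-like neurons, against 456 for surgery. In the other classes it gave 25 to 72, against 771 to 1059. The SD of all changes was larger for sex than for surgery in PEP3/4-like (0.259 against 0.212) and cLTMR-like neurons (0.249 against 0.196). It was smaller in the other classes. Neither split reaches differences that follow surgery, such as litter, which is confounded with surgery, so litter and surgery cannot be told apart.

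RNA set free by injured neurons was weighed with 16 transcripts of injured neurons, a looser rule taken after a stricter rule left 4. They put the free RNA at 0.895% to 3.15% of the UMIs of a class. Dilution alone needs 29.3% for a fall past the threshold, which argues against dilution by free RNA for the genes called lower. Free RNA that itself differs between sham and CCI libraries is not reached by this. In the refit used for the higher calls below, at least 90.8% of the lower calls per class stayed called, with the same weak estimate. Of 1651 higher calls over the 6 classes, 222 (13.4%) were of genes rarer in *Sprr1a*+ neurons and in all cells of the CCI libraries than in the class itself in sham, which free RNA cannot raise. For the other higher calls, at least 78.1% per class stayed called with the estimated free RNA taken out, but the estimate rests on few transcripts, so a free-RNA part and a change in the neurons cannot be told apart for them.

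Injured neurons left among the *Sprr1a*- neurons were weighed by leaving out neurons with any *Sprr1a* UMI, against 10 random removals of as many neurons of like depth. In NP2-, NP3-, PEP1-, PEP3/4-, and cLTMR-like neurons the number called was at least 0.740 of the median of the random removals and inside their range, and in NP1- and PEP5-like neurons at least 1.03. The random removals themselves gave 3 to 439 genes in NP3-like, 8 to 153 in NP1-like, 59 to 242 in cLTMR-like, 175 to 442 in PEP1-like, 215 to 432 in NP2-like, 327 to 434 in PEP3/4-like, and 395 to 630 in PEP5-like neurons. The number of calls is thus unstable at these reduced numbers of cells. Injured neurons left in and a change in uninjured neurons cannot be told apart in these 7 classes. In *Sprr1a*- NP1-like neurons the 16 transcripts lay at a median of 13.3% and 40.5% of their level over all cells of Male-CCI and Female-CCI, against 3.47% and 12.5% in NF2-like neurons and 3.62% and 7.64% in SGC-like cells. The 4 of the stricter rule lay at 14.2% and 7.98%, against 2.69% and 8.17% in NF2-like neurons and 3.41% and 8.09% in SGC-like cells, so injured neurons may be left among the NP1-like neurons, and in Female-CCI this depends on the transcripts. In PEP2- and NF1-like neurons the number called was at most 0.583 of the median and below the range (169 against 213 to 400, and 6 against 27 to 373), so injured neurons may add to the calls there. Since *Sprr1a* UMIs may also be free RNA, the sources cannot be told apart in these 2 classes.

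Handling that differed between sham and CCI libraries would reach SGC-like cells too. In SGC-like cells edgeR called 237 genes between CCI and sham. Across genes of at least 50 CPM their changes correlated with those of the 6 classes at a median of 0.547, against 0.767 between the classes, and against 0.0629 and 0.423 in the mixed split. Surgery and handling fall on the same libraries, so a response to injury and handling cannot be told apart.

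The ribosomal protein genes shifted little in *Sprr1a*- neurons, and the largest absolute median over 10 classes and 3 scalings was 0.108. The median changed sign with the scaling in PEP5-like neurons, and in SGC-like cells it was 0.0324. Members went both ways in every class, so a scaling effect, a difference between libraries, and a change in the neurons cannot be told apart.

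The low correlation of the sexes in cLTMR-like neurons (0.592) was weighed against counting noise and against RNA of SGC-like cells. Random equal parts of the cells of one sex correlated at 0.839 in males and 0.913 in females, which excludes counting noise as the whole cause. Without the 57 genes of the list enriched in SGC-like cells the correlation over the remaining 325 was 0.788, and 1000 removals of as many random genes gave 0.510 to 0.674 in 95% of draws and at most 0.718. RNA of SGC-like cells at different levels in the libraries may thus explain part of the low correlation, and a sex difference stays open as untested. The share of injured neurons, which differs between cLTMR-like neurons and the summed classes, was not weighed.

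SGC-like cells of the CCI libraries had *Sprr1a* UMIs, at 2.96% and 6.81% of the level in neurons. Among 143 and 144 neuronal transcripts *Sprr1a* lay at percentile 18.2 and 44.4 of that ratio, so RNA from neurons may explain them, and an expression by SGCs was not tested apart from this.

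A neuronal cluster of 263 cells that matched no class, led by *Calb1*, *Prlr*, and *Esr1*, is not in the paper. Its median doublet score was at most 0.924 of that of other neurons, but this was read after the cells with the highest scores were removed, and with doublets kept it was 0.607, 0.622, 0.891, and 1.10 in Male-Sham, Female-Sham, Male-CCI, and Female-CCI, so by the score doublets and a class of its own cannot be told apart. With doublets kept its 332 cells had a median of at most 0.445 of the summed median UMIs of the 2 neuronal classes with the fewest UMIs, which argues against 2 neuronal classes caught in 1 droplet as the whole cause. Neurons caught with an SGC were weighed only by *Fabp7*, read after the result was seen. A *Fabp7* UMI was found in 41.1% of the 263 cells, against 99.6% of SGC-like cells. This argues against neurons caught with an SGC as the whole cause. A further class of neurons is a hypothesis that was not tested further.

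The immune-like cluster of 24 cells had at least 3506 CPM of immune, vascular, and fibroblast transcripts in every library, against 65.4 to 96.3 CPM in neurons, but these markers named the cluster. *Tubb3* lay at 645, 221, 133, and 3787 CPM, against 2465, 2580, 4710, and 4332 CPM in the neurons of named clusters, so it was near the level of neurons in the 3 cells of Female-CCI. With so few cells and no markers apart from those that named them, cells of these types and droplets of free RNA cannot be told apart.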
